# Microarray Based Gene Expression Analysis of Murine Brown and Subcutaneous Adipose Tissue: Significance with Human

**DOI:** 10.1371/journal.pone.0127701

**Published:** 2015-05-26

**Authors:** Ritesh K. Baboota, Siddhartha M. Sarma, Ravneet K. Boparai, Kanthi Kiran Kondepudi, Shrikant Mantri, Mahendra Bishnoi

## Abstract

**Background:**

Two types of adipose tissues, white (WAT) and brown (BAT) are found in mammals. Increasingly novel strategies are being proposed for the treatment of obesity and its associated complications by altering amount and/or activity of BAT using mouse models.

**Methodology/Principle Findings:**

The present study was designed to: (a) investigate the differential expression of genes in LACA mice subcutaneous WAT (sWAT) and BAT using mouse DNA microarray, (b) to compare mouse differential gene expression with previously published human data; to understand any inter- species differences between the two and (c) to make a comparative assessment with C57BL/6 mouse strain. In mouse microarray studies, over 7003, 1176 and 401 probe sets showed more than two-fold, five-fold and ten-fold change respectively in differential expression between murine BAT and WAT. Microarray data was validated using quantitative RT-PCR of key genes showing high expression in BAT (*Fabp3*, *Ucp1*, *Slc27a1*) and sWAT (*Ms4a1*, *H2-Ob*, *Bank1*) or showing relatively low expression in BAT (*Pgk1*, *Cox6b1*) and sWAT (*Slc20a1*, *Cd74*). Multi-omic pathway analysis was employed to understand possible links between the organisms. When murine two fold data was compared with published human BAT and sWAT data, 90 genes showed parallel differential expression in both mouse and human. Out of these 90 genes, 46 showed same pattern of differential expression whereas the pattern was opposite for the remaining 44 genes. Based on our microarray results and its comparison with human data, we were able to identify genes (targets) (a) which can be studied in mouse model systems to extrapolate results to human (b) where caution should be exercised before extrapolation of murine data to human.

**Conclusion:**

Our study provides evidence for inter species (mouse vs human) differences in differential gene expression between sWAT and BAT. Critical understanding of this data may help in development of novel ways to engineer one form of adipose tissue to another using murine model with focus on human.

## Background

White (WAT) and brown (BAT) adipose tissue have different biological roles in mammals. WAT, which represents at least 10% of the total body weight of a normal healthy adult, is the main site for energy storage and acts as an endocrine organ that signals to other tissues through adipokines [1]. On the other hand, BAT is a specialized tissue for energy dissipation and thermoregulation. Rodent data has suggested the existence of two forms of BAT which are derived from different lineages and can affect the amount and presence of one another i.e. constitutive (myogenic lineage, embryonic origin and present in interscapular region of mice) and recruitable (non-myogenic lineage, present within WAT and skeletal muscle) BAT [2–4]. The latter are also known as “brite”/”beige” adipocytes and have many of the morphological and physiological characteristics of classical BAT [4–6]. Recent reports have confirmed the presence and activity of BAT in human adults [7–10]. In humans, BAT depots are mainly observed in the supraclavicular, paravertebral regions and in the neck and express high levels of *PRDM16*, *PGC-1α* and *UCP-1* [7–9,11–15]. Using 18F-fluorodeoxyglucose (FDG) positron emission tomography (PET) combined with X-ray CT, these studies have clarified conditions in humans which have correlated with activated (increase in circulating catecholamines and cold exposure) and inactivated (obesity) BAT [8,14]. Several independent reports have shown the presence of functional BAT present within WAT, especially near vertebrae and clavicles [13,16]. Based on the amount of activated BAT in these studies and its direct relation with thermogenesis and energy dissipation, it is now certain that these tissues play a significant and critical role in whole body energy homeostasis. Further, analysis of large number of FDG-PET scans suggests an inverse correlation between BAT volume and body mass index [11,12,14]. Independent of their origin and location, brite cells and the stimulation of WAT *“browning”* could be useful in the fight against obesity and related complications. Presently, molecular mechanisms involved in WAT *“browning”* and role of phytochemicals/dietary constituents in this phenomenon is an active area of research and has opened opportunities for the development of novel strategies for the treatment of obesity and its associated complications.

The conversion of WAT into BAT/“brite” is a promising strategy but translation of rodent data to human is a challenge. A recent report by Svensson *et al* and other studies, have shown that there are species-specific differences in BAT gene expression and suggests the need for in-depth molecular characterization of human BAT to have better understanding of genes, pathways and mechanisms involved in formation of BAT and its conversion into WAT in humans. A comparison between mouse and human differential gene expression in WAT and BAT is needed so that extrapolation and translation of mouse data to human can be done. The present study was undertaken to investigate the differential gene expression in murine (LACA) sWAT and BAT using DNA microarray studies to identify novel genes and pathways that can be targeted for converting WAT to BAT or increase the amount of BAT in WAT. Further, using available gene expression data of human WAT and BAT [17,18] we have compared murine differential expression with human differential expression to identify genes (targets) (a) which can be studied in mouse model systems to extrapolate the results to human (b) where caution should be exercised before extrapolation of murine data to human.

## Results

### Microarray analysis of gene expression profiles in sWAT and BAT

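Gene expression was measured on 16 Affymetrix mouse genome arrays hybridized with RNA from subcutaneous white adipose tissue (sWAT) and interscapular brown adipose tissue (BAT) of LACA mice. Each tissue had 4 replicates, numbered 1 to 4, with 2 arrays per replicate. The deposited values are on the log2 scale after RMA and quantile normalization by the authors, and the median of each probe set over the 16 arrays was subtracted, so that they give differences between samples but not the level of a gene. From these values the 2 arrays of each replicate were averaged, and BAT minus sWAT was tested with limma with the replicate number as a block and Benjamini-Hochberg adjustment over all 45101 probe sets. For a named gene the value is the mean of its probe sets with 1 gene symbol, 34958 probe sets for 18194 genes, tested the same way with adjustment over genes. Gene lists were fixed before the data were examined and tested with camera, which compares the genes of a list with all other genes. Values with ± are log2 differences, BAT minus sWAT, with their standard error at n = 4 replicates per tissue. The number of arrays limits the precision of these values. The medians of single arrays lay between -0.055 and 0.149. On the first array of sWAT replicate 3 and the second array of BAT replicate 1, the 5' probe sets of Gapdh and Actb lay -4.79 and -3.56 log2 units from the 3' ones relative to their medians, against -1.23 to 0.46 on the other arrays. These 2 arrays correlated with the other array of their replicate at r = 0.34 and 0.51, taken across probe sets, which are not independent replicates.
All mice are described as male. Xist, the RNA that silences one X chromosome in female cells, stood at 5.74, 6.26 and 6.36 in BAT replicates 1 to 3, at -0.26 in BAT replicate 4 and between -0.27 and -0.11 in the 4 sWAT replicates. The Y-linked genes Eif2s3y, Kdm5d and Uty had means of -1.98, -2.17 and -2.33 in BAT replicates 1 to 3, of 0.18 in BAT replicate 4 and of 0.20 to 0.39 in sWAT.

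**Figure D1:**
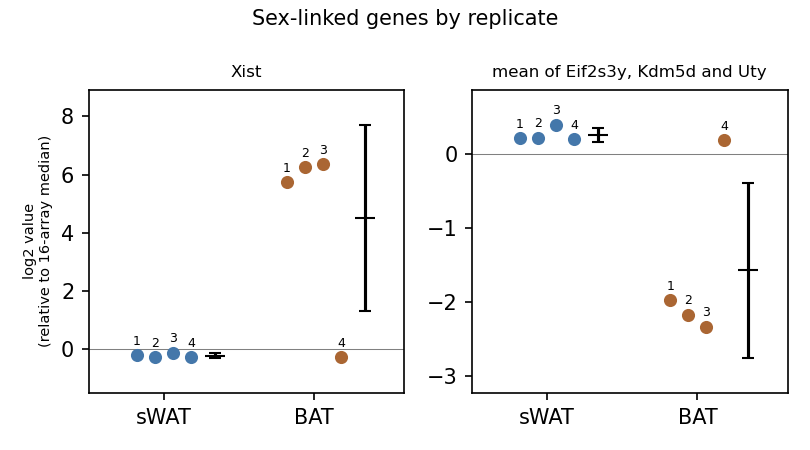
Xist and the mean of 3 Y-linked genes in each replicate of sWAT and BAT, as log2 values relative to the median of the 16 arrays. Points are replicates labelled 1 to 4, and the bars give the mean and SD of the 4. BAT replicates 1 to 3 lie between 5.74 and 6.36 for Xist, and BAT replicate 4 lies with the sWAT replicates in both panels.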

Upon comparing the gene expression profile of murine sWAT and BAT using the criteria described in materials and methods section, of the 45101 probe sets present on the mouse genome array we identified 7003, 1176 and 401 probes showing greater than two-fold, five-fold and ten-fold change respectively which showed significant differential expression between sWAT and BAT (S1 Table). 

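Genes of oxidative phosphorylation and of skeletal muscle fibres were found among the probe sets higher in BAT, and genes of B cells, T cells and the cell cycle among those higher in sWAT. At a fold of at least 2, the test called 54 of 66 genes of oxidative phosphorylation and 35 of 35 genes of muscle fibres higher in BAT. It called 18 of 19 B cell genes, 18 of 21 T cell genes and 20 of 23 cell cycle genes higher in sWAT. In total 7064 probe sets differed at least 2-fold at an adjusted p under 0.05, of which 2752 (38.96%) were higher in BAT and 4312 (61.04%) in sWAT. Of 1176 probe sets that differed at least 5-fold, 360 were higher in BAT and 816 in sWAT. The direction was the same in all 4 replicate pairs for 6947 of the 7064 probe sets. Called without replicate 4, whose BAT lacked the high Xist of the other BAT replicates, 7398 probe sets differed at least 2-fold, and in pair 4 itself 7113 of these (96.15%) went the same way and 4941 (66.79%) reached 2-fold. For pairs 1 to 3, each set against the probe sets called without it, 95.30 to 99.32% went the same way and 68.57 to 80.02% reached 2-fold. Without the 2 arrays of low 5' signal the 2-fold count was 7491. It was 3388 with the paired test named in the methods over 4 replicate pairs, and 7013 with that test over 8 pairs of single arrays, where the 2 arrays of a replicate count as independent. When each array was scaled to Gapdh and Actb it was 2252. This scaling moved every log2 difference by the same 0.0066, while the median standard error of the genes went from 0.141 to 0.587. Scaled to the 3' probe sets of both genes, a choice made after the values were seen, the arrays gave 7234 probe sets and a median standard error of 0.313.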

Out of 7003 differentially expressed probe sets, 38.80% (2717) were highly expressed in BAT as compared to sWAT and remaining 61.20%(4286) showed higher expression in sWAT as compared to BAT. Of the 401 probe sets with ten-fold change, 113 were up-regulated in BAT and the rest were up-regulated in sWAT.

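The 10-fold probe sets higher in BAT included 32 for 25 genes of skeletal muscle fibres and 20 for 15 genes of brown fat thermogenesis. Those higher in sWAT included 23 for 15 B cell genes, 20 for 15 T cell genes and 12 for 11 genes of the cell cycle. Mki67, a marker of dividing cells, was 32.4-fold higher in sWAT (-5.02 ± 0.34, adjusted p = 9.9e-05). Birc5, which acts in cell division, stood at -4.23 ± 0.34, whereas Foxm1, a transcription factor of the cell cycle, had -0.02 ± 0.13 (adjusted p = 0.90). Of the cell cycle list, 21 of 23 measured genes were lower in BAT and 0 higher (0 and 21 adjusted over the list alone, median log2 difference -2.33, adjusted p = 9.5e-16 from camera, adjusted p = 0.23 with an estimated correlation). The count at 10-fold was 401 probe sets, 113 higher in BAT and 288 in sWAT, and 394 of the 401 had the same direction in all 4 pairs. The same pairs selected these probe sets, so their shared direction is not independent evidence. Of the 401, 105 higher in BAT and 232 higher in sWAT carried a single gene symbol. Among those with a single gene symbol, Xist held 3 of the probe sets higher in BAT, and Y-linked genes held 2 of those higher in sWAT. The Y-linked Ddx3y, which the paper lists among its top sWAT genes, has no such probe set and is not in this count. Over 4 replicate pairs the paired test of the methods gave 325 probe sets, 81 of them higher in BAT, and over 8 pairs of single arrays 401 and 113.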

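Contractile proteins of skeletal muscle and proteins of brown fat metabolism headed the genes higher in BAT. Tnnc2 and Tnnt3, subunits of the troponin complex of fast muscle, were 88.4-fold (6.47 ± 0.37, adjusted p = 5.8e-05) and 61.3-fold higher (5.94 ± 0.32). Acta1, the actin of skeletal muscle, was 74.1-fold higher (6.21 ± 0.40, adjusted p = 8.7e-05), and Myot, a protein of the Z-disc, 83.4-fold (6.38 ± 0.27). For the myosin heavy chains Myh1 and Myh4 the probe sets ranged from 0.37 to 8.13 and from 1.12 to 6.22, with means of 5.52 ± 0.21 and 3.67 ± 0.28. Slc27a2, a fatty acid transporter, was 130.2-fold higher (7.02 ± 0.27, adjusted p = 2.2e-05) and Cox7a1, a subunit of cytochrome c oxidase, 69.9-fold (6.13 ± 0.36, adjusted p = 6.5e-05). Fabp3, a fatty acid binding protein of muscle and heart, had probe sets from 0.83 to 7.40 and a mean of 4.12 ± 0.16, and the proton channel Otop1 had 5.16 ± 0.27. Elovl3, an elongase of fatty acids, was 43.7-fold higher (5.45 ± 1.06, adjusted p = 0.0070), with 0.10 in BAT replicate 4 against 5.89, 6.82 and 6.86 in the other BAT replicates. Of the muscle fibre list, all 35 measured genes were higher in BAT (35 adjusted over the list alone, median log2 difference 3.51, adjusted p = 8.3e-17 from camera, adjusted p = 0.32 with an estimated correlation), from Myoz1 at 1.70 ± 0.24 to Tnnc2. The list had means of 1.96, 2.85, 1.5 and 3.09 in BAT replicates 1 to 4 and of -1.48 to -1.35 in sWAT. Of the list, 7 genes stand in the paper's own tables of these samples, which are not independent evidence. Xist was among the 25 genes with the largest difference towards BAT (4.74 ± 1.04, adjusted p = 0.011). Scaling each array to Gapdh and Actb widened the errors and ended the call of Myoz1, and the paired test of the methods over 4 pairs ended the calls of Elovl3, Myoz1 and Xist. The call ended for Xist without replicate 1 (4.34), log2 differences in parentheses, and the log2 difference was 4.78 and 7.05 for Elovl3 without replicate 3 and 4 and 4.14 and 6.31 for Xist without replicate 2 and 4.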

Top Differentially expressed genes in murine BAT include myosin heavy polypeptide 1 (Mm.422801) and uncoupling protein 1(Mm.4177) among several others (Table 1). 

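Lymphocyte genes and a gene of lymph node vessels headed the list of genes higher in sWAT. Glycam1, a ligand of L-selectin on the high endothelial venules of lymph nodes, was 240.1-fold higher in sWAT (-7.91 ± 0.15, adjusted p = 2.3e-06). Ighv14-2, a variable segment of the immunoglobulin heavy chain, was 179-fold higher (-7.49 ± 0.12, adjusted p = 1.5e-06). Fcmr, the receptor for IgM that the paper lists as FAS apoptotic inhibitory molecule 3, was 56.0-fold higher (-5.81 ± 0.22), Pou2af1, a coactivator in B cells, 55.2-fold (-5.79 ± 0.33), and Cd79b, a part of the B cell receptor, 48.2-fold (-5.59 ± 0.24). The probe sets of Ighm, the heavy chain of IgM, ranged from -6.92 to 0.22, with a mean of -3.61 ± 0.21. In the B cell list 19 of 19 measured genes were lower in BAT (median log2 difference -4.19, adjusted p = 7.1e-19 from camera, adjusted p = 0.21 with an estimated correlation), and 19 were lower when adjusted over the list alone. The smallest difference was that of Pax5, a transcription factor of B cells, at -0.86 ± 0.13. Of the list of lymph node stroma and high endothelial venules, 8 of 11 genes were lower in BAT and 0 higher (0 and 8 adjusted over the list alone, median log2 difference -1.49, adjusted p = 1.1e-05 from camera, adjusted p = 0.21 with an estimated correlation). Examples were Cxcl13, a chemokine that attracts B cells to follicles, at -2.54 ± 0.30, adjusted p = 8.3e-04, and Ltb, a cytokine that forms lymphoid organs, at -4.40 ± 0.31, adjusted p = 1.1e-04. Ighm, Fcmr, Pou2af1, Ms4a1 and Glycam1 stand in the paper's own tables of these samples. The probe set of DEAD box polypeptide 3, which the paper's table gives as Y-linked, was not named in the annotation used, so no value is given for it. The measured Y-linked genes were low in BAT replicates 1 to 3 only, with means of -2.33 to -1.98 against 0.18 in BAT replicate 4. The call of Pax5 ended through wider errors when each array was scaled to Gapdh and Actb.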

Top differentially expressed genes in murine sWAT include glycosylation dependent cell adhesion molecule 1 (Mm.219621), immunoglobulin heavy variable 14–2 (Mm.491093), immunoglobulin heavy constant mu (Mm.342177), FAS apoptotic inhibitory molecule 3 (Mm.46042) and DEAD box poly peptide 3 (Mm.446787), etc (Table 2).

**Table 1:** Top 10 genes highly expressed in Murine BAT.

S.no	Gene Name	Gene symbol	FC (Abs)	Unigene
1	Myosin, heavy polypeptide 1	Myh1	279.95	Mm.422801
2	Uncoupling protein 1	Ucp1	190.85	Mm.4177
3	Fatty acid binding protein 3	Fabp3	168.49	Mm.388886
4	Solute carrier family 27 (fatty acid transporter), member 2	Slc27a2	130.20	Mm.290044
5	Troponin C2, fast	Tnnc2	88.44	Mm.1716
6	Myotilin	Myot	83.41	Mm.143804
7	Myosin, heavy polypeptide 4	Myh4	74.78	Mm.297382
8	Actin, alpha 1, skeletal muscle	Acta1	74.09	Mm.214950
9	Cytochrome c oxidase subunit VIIa 1	Cox7a1	69.90	Mm.423030
10	Troponin T3, skeletal, fast	Tnnt3	61.26	Mm.389992

Genes differentially expressed in murine BAT along with absolute fold changes.

**Table 2:** Top 10 genes highly expressed in Murine WAT.

S.no	Gene Name	Gene symbol	FC (Abs)	Unigene
1	Glycosylation dependent cell adhesion molecule 1	Glycam1	240.14	Mm.219621
2	Immunoglobulin heavy variable 14–2	Ighv14-2	179.35	Mm.491093
3	Histocompatibility 2, O region beta locus	H2-Ob	131.83	Mm.327358
4	Immunoglobulin heavy constant mu	Igh-6	121.17	Mm.342177
5	Membrane-spanning 4-domains, subfamily A, member 1	Ms4a1	97.19	Mm.4046
6	Immunoglobulin heavy constant gamma 1 (G1m marker)	Ighg1	87.36	-
7	Predicted gene 3579	Gm3579	59.07	-
8	Fas apoptotic inhibitory molecule 3	Faim3	56.04	Mm.46042
9	POU domain, class 2, associating factor 1	Pou2af1	55.16	Mm.897
10	DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked	Ddx3y	53.51	Mm.446787

Genes differentially expressed in murine subcutaneous WAT along with absolute fold changes.

### Comparison of differential gene expression (between sWAT and BAT) of mouse with human

Mouse is a key mammalian model system for studying complex human diseases and therefore it is necessary to investigate both the differences and similarities between mouse and human gene patterns, before extrapolation from mouse models to human systems. Hence, our study aims to investigate the interspecies (mouse vs. human) variation in gene expression between sWAT and BAT of human and mouse. First, we analyzed the already available microarray data of human WAT and BAT to identify their differential gene expression[17]. It was then compared with our murine data. The data submitted by Svensson et. al. (GSE27657), when analyzed showed 506 probe sets having ≥2fold change, 30 probe sets having ≥5 fold change and 10 probe sets having ≥10 fold change (Data not included). Top 10 genes that were highly expressed in Human BAT (Table 3) and sWAT (Table 4) analyzed using the same statistical parameters are shown. Fig 1 represents a Venn diagram showing comparison between the two organisms. Comparative analysis of differentially regulated genes of WAT vs. BAT in human and mice based on gene symbols led to identification of 90 genes common to both. Of these 90, 46 genes had similar expression profile in both organisms, with 13 genes specifically expressed in BAT, such as *UCP1*, *FABP3*, etc. and 33 genes in WAT, such as *LEP*, *IGF1*, *ENNP1*, *BCL2* etc. 

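In the mouse arrays, the genes that the study lists as higher in BAT of both species included Ebf2, a transcription factor of brown adipocytes, at 1.84 ± 0.37, adjusted p = 0.0076 (SE, n = 4), and Kcnk3, a potassium channel, at 1.92 ± 0.16, adjusted p = 2.0e-04, with probe sets up to 3.11. Of the 12 such genes in Table 5 with a value here, 12 were higher in BAT, with a median log2 difference of 1.94. Bcl2, an inhibitor of apoptosis, was 5.42-fold higher in sWAT (-2.44 ± 0.13, adjusted p = 5.3e-05), and its probe sets ranged from -3.94 to -0.73. Lep, the hormone leptin, was 3.17-fold higher in sWAT on average and did not pass the test (-1.67 ± 0.57, adjusted p = 0.055), with 0.75 in BAT replicate 4 against -1.55, -1.51 and -2.35 in the other BAT replicates. Of the 29 genes in Table 6 with a value, 25 were higher in sWAT (28 adjusted over the list alone) and Clmn, Lep, Sec62 and Spon1 did not pass, with a median log2 difference of -1.32. The study chose both lists on these samples, so their directions are not independent evidence. Enpp1 has no value because no probe set carries its symbol. For Lep, without replicate 4, the log2 difference was -2.51 and passed the test. The paired test of the methods over 4 pairs ended the call of Ebf2.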

(Tables 5 & 6). 

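On the mouse arrays Irx5, a transcription factor of the Iroquois family, was 2.97-fold higher in BAT (1.57 ± 0.16, adjusted p = 4.1e-04, SE, n = 4), and Slc25a16, a carrier of the inner mitochondrial membrane, 3.58-fold higher (1.84 ± 0.12, adjusted p = 8.5e-05). In sWAT, Bdh1, the enzyme that interconverts the ketone bodies, was 2.56-fold higher (-1.36 ± 0.13, adjusted p = 3.3e-04) with probe sets from -1.96 to -0.75. Cyfip2, a regulator of the actin cytoskeleton, was 7.98-fold higher in sWAT (-3.0 ± 0.19, adjusted p = 8.7e-05) with probe sets from -4.19 to -1.08. Of the 37 genes of Table 7 listed as higher in mouse BAT that have a value, 35 were higher in BAT (37 adjusted over the list alone) and Asph and Lrig1 did not pass. All 3 genes listed as higher in mouse sWAT with a value were lower in BAT. These genes were chosen by the study on the same samples and are not independent evidence of direction. When scaled to Gapdh and Actb, the arrays gave wider errors and no longer the calls of Irx5 and Bdh1.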

Interestingly, there were 44 genes that showed opposite pattern of differential expression such as *Kcnb1* (Mm.46181), *Irx5* (Mm.101153), *Bdh1* (Mm.293470), *Slc25a16*(Mm.374557) (Table 7).

**Fig 1:**
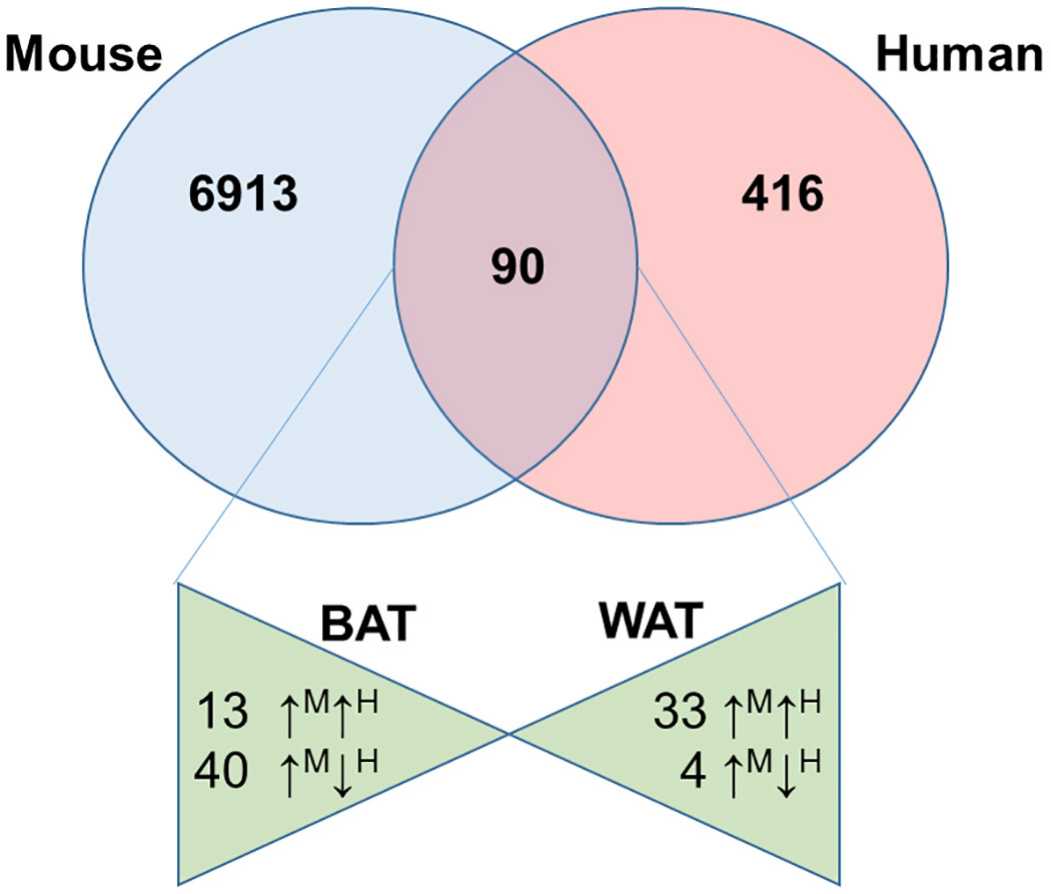
Venn diagram of greater than 2 fold expression of murine and human probe sets. Out of the common probes, the triangles represent the spread of same in both tissues with the arrows in text representing the similar or opposite expression in the two organisms. (Superscript: M—Mouse, H—Human). mRNA prepared and analyzed by Affymetrix microarray as described. All repeated probe sets of the same gene symbol were removed. Probe sets not updated with gene symbols were also removed. Differentially expressed genes were analyzed by volcano plots (Paired T Test, P≤0.05) generated from the list of 7003 significant genes selected by Paired T Test (P≤0.05) using Genespring GX 12.1.

**Table 3:** Top 10 genes highly expressed in Human BAT (Svensson et al., GSE27657).

S.no.	Gene Name	Gene symbol	FC (Abs)	Unigene
1	Uncoupling protein 1	UCP1	48.20	Hs.249211
2	Creatine kinase, mitochondrial 1A/1B	CKMT1A /// CKMT1B	12.33	Hs.425633
3	Potassium channel, subfamily K, member 3	KCNK3	8.39	Hs.645288
4	Cordon-bleu WH2 repeat protein	COBL	6.57	Hs.99141
5	Carbonic anhydrase XII	CA12	5.06	Hs.210995
6	Creatine kinase, mitochondrial 2 (sarcomeric)	CKMT2	4.66	Hs.80691
7	3-hydroxy-3-methylglutaryl-CoA synthase 2 (mitochondrial)	HMGCS2	4.39	Hs.59889
8	Cytoplasmic FMR1 interacting protein 2	CYFIP2	4.13	Hs.519702
9	Angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	AGT	4.12	Hs.19383
10	Arginase 2	ARG2	4.01	Hs.723133

Genes differentially expressed in human BAT with absolute fold change.

**Table 4:** Top 10 genes highly expressed in human WAT (Svensson et. al., GSE27657).

S.no	Gene Name	Gene symbol	FC (Abs)	Unigene
1	EGF-like-domain, multiple 6	EGFL6	30.94	Hs.12844
2	Colorectal neoplasia differentially expressed (non-protein coding)	CRNDE	25.74	Hs.237396
3	Cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4)	CDKN2B	16.89	Hs.72901
4	Triadin	TRDN	12.50	Hs.654601
5	Iroquois homeobox 1	IRX1	12.00	Hs.424156
6	Collagen, type VIII, alpha 1	COL8A1	11.65	Hs.654548
7	Doublesex and mab-3 related transcription factor 2	DMRT2	11.32	Hs.59506
8	Arylacetamide deacetylase	AADAC	7.60	Hs.506908
9	Iroquois homeobox 2	IRX2	7.39	Hs.282089
10	Dickkopf WNT signaling pathway inhibitor 2	DKK2	7.35	Hs.211869

Genes differentially expressed in human WAT with absolute fold change.

**Table 5:** Common genes expressed in BAT of both organisms.

S. no.	Gene Symbol	Annotation	Unigene ID	Entrez Gene	Mouse Ratio (BAT/WAT)
1	aco2	Aconitase 2, mitochondrial	Mm.154581	11429	7.76
2	cisd1	CDGSH iron sulfur domain 1	Mm.254114	52637	4.42
3	ckmt2	Creatine kinase, mitochondrial 2	Mm.316438	76722	46.88
4	clstn3	Calsyntenin 3	Mm.193701	232370	3.91
5	ebf2	Early B cell factor 2	Mm.319947	13592	4.27
6	fabp3	Fatty acid binding protein 3, muscle and heart	Mm.388886	14077	168.49
7	kcnk3	Potassium channel, subfamily K, member 3	Mm.439936	16527	8.64
8	ppif	peptidylprolyl isomerase F (cyclophilin F)	Mm.41656	105675	2.83
9	pxmp2	peroxisomal membrane protein 2	Mm.21853	19301	2.21
10	rxrg	retinoid X receptor gamma	Mm.3475	20183	3.14
11	slc27a2	solute carrier family 27 (fatty acid transporter), member 2	Mm.290044	26458	130.20
12	ucp1	Uncoupling protein 1	Mm.4177	22227	190.85
13	wnt5a	wingless-related MMTV integration site 5A	Mm.287544	22418	2.35

Common genes that are up-regulated in BAT of human and LACA mouse along with absolute fold change.

**Table 6:** Common genes expressed in WAT of both organisms.

S. no.	Gene Symbol	Annotation	Unigene ID	Entrez Gene	Mouse Ratio (WAT/BAT)
1	adra2a	Adrenergic receptor, alpha 2a	Mm.235195	11551	2.37
2	agfg1	ArfGAP with FG repeats 1	Mm.392569	15463	2.66
3	arhgef6	Rac/Cdc42 guanine nucleotide exchange factor (GEF) 6	Mm.261443	73341	2.92
4	bcl2	B cell leukemia/lymphoma 2	Mm.257460	12043	15.40
5	ccnd2	Cyclin D2	Mm.333406	12444	4.97
6	clmn	Calmin	Mm.244078	94040	2.03
7	col6a3	Collagen, type VI, alpha 3	Mm.7562	12835	2.68
8	cpm	Carboxypeptidase M	Mm.339332	70574	2.58
9	cpxm1	Carboxypeptidase X 1 (M14 family)	Mm.112701	56264	3.54
10	dhfr	Dihydrofolate reductase	Mm.23695	13361	2.25
11	dnase1l3	Deoxyribonuclease 1-like 3	Mm.272258	13421	4.42
12	dpt	Dermatopontin	Mm.28935	56429	2.82
13	dsc2	Desmocollin 2	Mm.280547	13506	6.57
14	dse	Dermatan sulfate epimerase	Mm.34557	212898	3.58
15	enpp1	Ectonucleotide pyrophosphatase/phosphodiesterase 1	Mm.27254	18605	6.25
16	enpp2	Ectonucleotide pyrophosphatase/phosphodiesterase 2	Mm.250256	18606	2.28
17	fgf13	Fibroblast growth factor 13	Mm.7995	14168	4.82
18	fmod	Fibromodulin	Mm.287146	14264	5.53
19	gng2	Guanine nucleotide binding protein (G protein), gamma 2	Mm.41737	14702	3.42
20	igf1	Insulin-like growth factor 1	Mm.268521	16000	3.37
21	lair1	Leukocyte-associated Ig-like receptor 1	Mm.290880	52855	3.25
22	lep	Leptin	Mm.277072	16846	3.17
23	mbnl3	Muscleblind-like 3 (Drosophila)	Mm.295324	171170	4.89
24	nnat	Neuronatin	Mm.34330	18111	3.87
25	ogfrl1	Opioid growth factor receptor-like 1	Mm.28013	70155	4.24
26	pcdh7	Protocadherin 7	Mm.332387	54216	3.84
27	prr16	Proline rich 16	Mm.63546	71373	2.69
28	sec62	SEC62 homolog (S. cerevisiae)	Mm.26017	69276	2.53
29	shox2	Short stature homeobox 2	Mm.39093	20429	2.62
30	spon1	Spondin 1, (f-spondin) extracellular matrix protein	Mm.334160	233744	2.11
31	tns3	Tensin 3	Mm.337820	319939	2.86
32	vgll3	Vestigial like 3 (Drosophila)	Mm.25670	73569	2.84
33	wdr26	WD repeat domain 26	Mm.289082	226757	2.03

Common genes that are up-regulated in WAT of human and LACA mouse along with their absolute fold change.

**Table 7:** Common genes expressed in both species while showing opposite trend of expression.

S. no.	Gene Symbol	Annotation	Unigene ID	Entrez Gene	Ratio in mouse (WAT/ BAT)	Ratio in Human (WAT/ BAT)
**Genes down-regulated in murine WAT while up-regulated in human WAT**						
1	acvr1c	Activin A receptor, type IC	Mm.77751	269275	-2.59	2.32
2	adam12	A disintegrin and metallopeptidase domain 12 (meltrin alpha)	Mm.439714	11489	-2.21	3.19
3	adrbk2	Adrenergic receptor kinase, beta 2	Mm.285619	320129	-2.30	2.11
4	aig1	Androgen-induced 1	Mm.45755	66253	-2.87	2.09
5	arhgap21	Rho GTPase activating protein 21	Mm.28507	71435	-2.22	2.02
6	asph	Aspartate-beta-hydroxylase	Mm.222206	65973	-3.85	2.38
7	cap2	CAP, adenylate cyclase-associated protein, 2 (yeast)	Mm.44529	67252	-3.58	3.32
8	ccdc85a	Coiled-coil domain containing 85A	Mm.93759	216613	-3.29	2.14
9	col12a1	Collagen, type XII, alpha 1	Mm.3819	12816	-2.08	5.11
10	cryab	Crystallin, alpha B	Mm.178	12955	-2.50	2.61
11	cxcl14	Chemokine (C-X-C motif) ligand 14	Mm.30211	57266	-3.54	2.91
12	ddit4l	DNA-damage-inducible transcript 4-like	Mm.250841	73284	-4.66	2.01
13	dmd	Dystrophin, muscular dystrophy	Mm.275608	13405	-2.69	2.13
14	fhl1	Four and a half LIM domains 1	Mm.3126	14199	-4.77	2.26
15	fibin	Fin bud initiation factor homolog (zebrafish)	Mm.291809	67606	-2.68	2.25
16	fmo1	Flavin containing monooxygenase 1	Mm.976	14261	-4.88	2.79
17	hspb7	Heat shock protein family, member 7 (cardiovascular)	Mm.46181	29818	-4.94	3.71
18	irx5	Iroquois related homeobox 5 (Drosophila)	Mm.101153	54352	-2.97	4.86
19	kcnb1	Potassium voltage gated channel, Shab-related subfamily, member 1	Mm.205341	16500	-3.17	3.50
20	kif1b	Kinesin family member 1B	Mm.402393	16561	-3.44	2.22
21	kit	Kit oncogene	Mm.247073	16590	-2.59	2.01
22	lrig1	Leucine-rich repeats and immunoglobulin-like domains 1	Mm.245210	16206	-2.01	2.02
23	mal2	Mal, T cell differentiation protein 2	Mm.410994	105853	-3.11	6.49
24	mycbp	C-myc binding protein	Mm.446553	56309	-2.73	2.01
25	nat8l	N-acetyltransferase 8-like	Mm.274610	269642	-2.84	2.71
26	nmt2	N-myristoyltransferase 2	Mm.65021	18108	-2.39	3.80
27	pde4dip	Phosphodiesterase 4D interacting protein (myomegalin)	Mm.129840	83679	-6.69	2.35
28	pdgfd	Platelet-derived growth factor, D polypeptide	Mm.390122	71785	-3.74	2.49
29	pemt	Phosphatidylethanolamine N-methyltransferase	Mm.2731	18618	-2.10	2.43
30	pygl	Liver glycogen phosphorylase	Mm.256926	110095	-4.57	2.04
31	rgnef	Rho-guanine nucleotide exchange factor	Mm.252718	110596	-3.79	2.12
32	sgcg	Sarcoglycan, gamma (dystrophin-associated glycoprotein)	Mm.72173	24053	-8.37	4.75
33	sik2	Salt inducible kinase 2	Mm.104932	235344	-2.29	2.01
34	slc24a3	Solute carrier family 24 (sodium/potassium/calcium exchanger), member 3	Mm.217171	94249	-4.41	2.21
35	slc25a16	Solute carrier family 25 (mitochondrial carrier, Graves disease autoantigen), member 16	Mm.37457	73132	-3.58	2.06
36	tmem37	Transmembrane protein 37	Mm.24750	170706	-4.36	2.32
37	tmem56	Transmembrane protein 56	Mm.26088	99887	-5.70	3.93
38	trdn	Triadin	Mm.338508	76757	-16.91	12.50
39	tspan3	Tetraspanin 3	Mm.28484	56434	-2.33	2.05
40	zfhx4	Zinc finger homeodomain 4	Mm.41522	80892	-3.14	2.36
**Genes up-regulated in murine WAT while Down-regulated in human WAT**						
1	bdh1	3-hydroxybutyrate dehydrogenase, type 1	Mm.293470	71911	3.88	-2.37
2	cyfip2	Cytoplasmic FMR1 interacting protein 2	Mm.154358	76884	18.29	-4.13
3	hmgcs2	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2	Mm.289131	15360	2.11	-4.39
4	sorl1	Sortilin-related receptor, LDLR class A repeats-containing	Mm.121920	20660	8.12	-2.49

Common genes that show opposite expression in human and mouse along with absolute fold change in both organisms.

### Gene Ontology and Gene Set Enrichment Analysis

Gene Ontology of 50 differentially expressed probe sets up regulated in BAT and WAT were reviewed separately. 71 GO terms associated with BAT expression and 104 GO terms associated with WAT expression were identified. The input list was limited to 50 to identify GO terms associated with functions of the specific tissue. Of the BAT specific GO terms, lipid associated genes (GO:0015908, GO:0015245, GO:0010876, GO:0006869) were highly significant. 

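Genes of lipid droplets and of lipogenesis were mostly higher in BAT. Plin5, a protein of lipid droplets in oxidative tissues, was 23.6-fold higher in BAT (4.56 ± 0.16, adjusted p = 2.0e-05, SE, n = 4), and G0s2, an inhibitor of the lipase Atgl, 4.49-fold (2.17 ± 0.19, adjusted p = 2.6e-04). Of the list of lipolysis and lipid droplets, 12 of the 15 measured genes were higher in BAT and 0 lower (12 and 0 adjusted over the list alone), with a median log2 difference of 0.77, adjusted p = 1.8e-04 from camera, adjusted p = 0.37 with an estimated correlation. That median was 1.44 on the first arrays alone and 0.56 on the second, and the list mean was 0.25 in BAT replicate 1, whose second array has low 5' signal, against 0.83 to 0.87 in the other BAT replicates. For lipogenesis, 13 of the 18 measured genes were higher in BAT and 0 lower (14 and 0 adjusted over the list alone), with a median log2 difference of 1.19, adjusted p = 4.9e-04 from camera, adjusted p = 0.45 with an estimated correlation. Its mean was 0.16 in BAT replicate 4 and 0.74 to 1.25 in the other BAT replicates, against -1.07 to 0.011 in sWAT. Like both of these lists, genes of skeletal muscle fibres were higher in BAT, with a median log2 difference of 3.51. In the list of fatty acid uptake and transport 7 of 17 genes were higher in BAT, 1 was lower and 9 did not pass (8 and 2 adjusted over the list alone, median log2 difference 0.39, adjusted p = 0.13 from camera, adjusted p = 0.60 with an estimated correlation). Without replicate 2 the same list passed, with a median log2 difference of 0.41. It did not pass without replicate 1, 3 or 4, with medians of 0.33, 0.23 and 0.47. Among the genes that did not pass, Angptl4, an inhibitor of lipoprotein lipase, had -0.22 ± 0.38 (adjusted p = 0.66). Without replicate 1 or 2 the value of Angptl4 was 0.04 or 0.14.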

Of the WAT specific GO terms, immune system activation associated genes such as B cell activation (GO:0042113, GO:0019724, GO:0019815, GO:0050853), T cell activation (GO:0042110, GO:0031295, GO:0030217), lymphocyte activation (GO:0046649, GO:0031294, GO:0030098, GO:0002449) and inflammatory response genes (GO:0002438, GO:0002675, GO, 0002866) were highly significant (S2 Table).

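T cell, plasma cell and antigen presentation genes were higher in sWAT. Il7r, the receptor of the lymphocyte growth factor IL-7, was 27.1-fold higher in sWAT (-4.76 ± 0.24, adjusted p = 4.4e-05, SE, n = 4). Cd28, a costimulatory receptor of T cells, was 24.7-fold higher (-4.63 ± 0.26, adjusted p = 5.4e-05), Ccr7, a receptor that guides lymphocytes into lymph nodes, 23.7-fold (-4.57 ± 0.24, adjusted p = 4.8e-05), and Cd22, a receptor of B cells, 20.0-fold (-4.32 ± 0.27, adjusted p = 7.6e-05). Of the T cell list, 20 of 21 genes were lower in BAT (median log2 difference -3.60, adjusted p = 2.8e-17 from camera, adjusted p = 0.21 with an estimated correlation), 20 adjusted over the list alone. The exception was Cd4, the coreceptor of helper T cells, at -0.20 ± 0.15 (adjusted p = 0.29). In the plasma cell list 8 of 9 genes were lower (0 and 8 adjusted over the list alone, median log2 difference -1.30, adjusted p = 1.1e-06 from camera, adjusted p = 0.21 with an estimated correlation), among them Mzb1, which acts in antibody secretion, at -4.93 ± 0.12, adjusted p = 5.4e-06, and Jchain, the joining chain of IgM and IgA, at -2.43 ± 0.14, adjusted p = 6.0e-05. For antigen presentation by class II molecules, 10 of 10 genes were lower (0 and 10 adjusted over the list alone, median log2 difference -1.98, adjusted p = 2.3e-08 from camera, adjusted p = 0.21 with an estimated correlation), among them Ciita, the regulator of these genes, at -2.33 ± 0.21, adjusted p = 2.9e-04, and H2-DMa at -1.23 ± 0.21, adjusted p = 0.0039. On the second arrays alone the median of the antigen presentation list was -2.64, and on the first -1.80. Genes of lymph node stroma and high endothelial venules moved in the same direction. The call of H2-DMa ended through wider errors when each array was scaled to Gapdh and Actb, and the methods' paired test over 4 pairs did not give the call of H2-DMa.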

Gene set enrichment analysis on ≥2 fold change probes resulted in 52 gene sets (p≤0.1) using Pathway Studio 9.0. Adipocytokine signaling, a cell signaling pathway, had 266 measured genes including *Fabp3*, *Slc27a2*, *Rxrg* and *Aco2*. 

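Rxrg, a nuclear receptor that pairs with the PPARs, was 3.14-fold higher in BAT (1.65 ± 0.14, adjusted p = 1.8e-04, SE, n = 4). Of the genes of white fat and its secreted hormones, 1 of 18 measured genes was higher in BAT, 10 were lower and 7 did not pass (1 and 11 adjusted over the list alone, median log2 difference -0.98, adjusted p = 0.0083 from camera, adjusted p = 0.45 with an estimated correlation). The list's mean in BAT replicate 4 was 0.16, within the sWAT range of 0.05 to 0.49, against -1.15 to -0.70 in the other BAT replicates. Genes of B and T cells were lower in BAT too, with median log2 differences of -4.19 and -3.60. Sncg, a synuclein of adipocytes and neurons, had -2.89 ± 0.71, adjusted p = 0.018, and Psat1, an enzyme of serine synthesis, -2.86 ± 0.28, adjusted p = 4.0e-04. Arrays scaled to Gapdh and Actb had wider errors and no longer gave the call of Rxrg, and the paired test of the methods over 4 pairs ended the call of Sncg. The call ended for Sncg without replicate 1 or 2 (-2.14 and -2.45), log2 differences in parentheses, and the log2 difference was -3.65 for Sncg without replicate 4.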

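Nearly all measured genes of mitochondrial fatty acid oxidation were higher in BAT. Acaa2, the thiolase of the last step, was 11.4-fold higher (3.51 ± 0.39, adjusted p = 6.0e-04, SE, n = 4), and Slc25a20, the carrier of acylcarnitines, 8.10-fold (3.02 ± 0.15, adjusted p = 4.4e-05). Cpt2, the carnitine palmitoyltransferase of the inner membrane, was 3.29-fold higher in BAT (1.72 ± 0.12, adjusted p = 1.1e-04). Cpt1a, the liver form of the outer membrane enzyme, was 2.21-fold higher in sWAT (-1.15 ± 0.20, adjusted p = 0.0044). Of the list, 19 of the 20 measured genes were higher in BAT and 1 lower (19 and 1 adjusted over the list alone), with a median log2 difference of 2.10, adjusted p = 2.1e-09 from camera, adjusted p = 0.23 with an estimated correlation. Genes of skeletal muscle fibres, a tissue that also oxidises fatty acids, were higher in BAT too, with a median log2 difference of 3.51. The muscle form Cpt1b shares its probe set with other gene symbols in the annotation and has no value. When scaled to Gapdh and Actb, the arrays gave wider errors and no longer the calls of Cpt2 and Cpt1a, and the methods' paired test over 4 pairs did not give the call of Cpt1a.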

Fatty acid oxidation, a cell signaling pathway, had measured 31 genes including *Cptb1* and *Cptb2* among several which co-relates to the PPAR signaling pathway described later. Other prominent pathways identified include T-Cell NF-κβ signaling (*Cd28*, *Cd22*, *Nfkb1* and *Nfkb2*), glucose metabolism (*Fbp1*, *Pdha1*, *Eno2* and *Eno3*), tight junction assembly pathway (*Myh1*, *Myh4*, *Jam2*) (S3 Table)

### Multi-Omic pathway analysis

Multi-omic analysis of probe sets differentially expressed greater than 2 fold, human and mouse revealed 24 pathways common to both human and mouse models (P≤0.1, Minimum match ≥ 1). Certain genes symbols having more than one *alias* while performing same or similar function would be missed in a manual search, yet we identified based on such a pathway analysis algorithm, which took this factor into account. Some of the significant pathways common to both organisms include adipogenesis (WP447_42781), PPAR signaling pathway (WP2316_53110), Fatty acid β-Oxidation (WP1269_41314) (S4 Table). PPAR signaling is highly significant in the mouse model as they behave similar to human model in adipocytes as seen in Fig 2. *Slc27a2*, a receptor on the cell is upregulated in both mice and humans as well as *Fabp3*, a lipid transport protein. Specific to adipocytes, *Rxrg* seems to play an important role in BAT, through adaptive thermogenesis, gluconeogenesis and lipid metabolism. Genes *Fabp3*, *Cpt1b*, *Ucp1* and *Gyk* show similar expression in BAT of both organisms. 

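Of the genes of the PPAR signalling pathway, 21 of 36 measured genes were higher in BAT, 2 were lower and 13 did not pass (23 and 2 adjusted over the list alone, median log2 difference 0.63, adjusted p = 3.7e-05 from camera, adjusted p = 0.23 with an estimated correlation). Skeletal muscle fibre genes were also higher in BAT, with a median log2 difference of 3.51. Ehhadh, the bifunctional enzyme of peroxisomes, was 5.87-fold higher (2.55 ± 0.14, adjusted p = 5.0e-05, SE, n = 4), and Acaa1b, a peroxisomal thiolase, 4.11-fold (2.04 ± 0.37, adjusted p = 0.0051). The acyl-CoA dehydrogenases Acadl and Acadm were 4.08-fold (2.03 ± 0.18) and 3.63-fold higher (1.86 ± 0.14). Aqp7, the glycerol channel of adipocytes, was 4.12-fold higher (2.04 ± 0.41, adjusted p = 0.0081), with 0.03 in BAT replicate 1 against 1.71, 1.99 and 1.97 in the others. Of smaller size were the differences of the fatty acid transporter Slc27a1 (0.91 ± 0.19), malic enzyme Me1 (1.30 ± 0.36), the acyl-CoA synthetases Acsl5 (1.15 ± 0.29) and Acsl6 (0.68 ± 0.16) and the lipid carrier Scp2 (0.53 ± 0.14). Acsl5 stood at -0.05 in BAT replicate 4 against 1.35 to 1.43 in the other BAT replicates, and Slc27a1 at -0.47 in BAT replicate 1 against 0.48 to 0.59. Acsl3 had 0.55 ± 0.20 and did not pass (adjusted p = 0.069). Fabp1, the fatty acid binding protein of liver, was 3.42-fold higher in sWAT (-1.77 ± 0.18, adjusted p = 4.1e-04). Cpt1b and Gyk, the glycerol kinase, have no value for lack of a probe set with a single gene symbol. Scaling each array to Gapdh and Actb widened the errors and ended the calls of Slc27a1, Me1, Acsl5, Acsl6 and Scp2, and the paired test of the methods over 4 pairs ended the calls of Slc27a1, Me1, Acsl5, Acsl6, Acaa1b, Scp2 and Aqp7. The call was lost for Me1 without replicate 1 or 2 (1.43 and 1.31), Acsl5 without replicate 1, 2 or 3 (1.07, 1.02 and 0.95), Acsl6 without replicate 1 or 2 (0.64 and 0.62), Scp2 without replicate 1 or 4 (0.42 and 0.48), Slc27a1 on the second arrays alone (0.39), Me1 without the replicate block (1.30), on the second arrays alone (1.07) and after centring each array on its median (1.24), Acsl6 after scaling to the 3' probe sets (0.71), Scp2 on the first arrays alone (0.40) and after scaling to the 3' probe sets (0.56) and Aqp7 on the second arrays alone (1.39), log2 differences in parentheses.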

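Igf1, insulin-like growth factor 1, was 3.08-fold higher in sWAT (-1.62 ± 0.36, adjusted p = 0.012, SE, n = 4), and its 4 probe sets ranged from -1.79 to -1.41. Gata3, a transcription factor of preadipocytes and T cells, was 4.30-fold higher in sWAT (-2.10 ± 0.23, adjusted p = 6.2e-04). Cebpb, a transcription factor of early adipocyte differentiation, was 3.17-fold higher in BAT (1.67 ± 0.28, adjusted p = 0.0037), and the related Cebpd had -0.50 ± 0.20 (adjusted p = 0.088). Of the adipogenesis list, 12 of 31 genes were higher in BAT, 4 lower and 15 did not pass (13 and 5 adjusted over the list alone, median log2 difference 0.39, adjusted p = 0.073 from camera, adjusted p = 0.52 with an estimated correlation). Without replicate 1 or 2 the adipogenesis list passed, with median log2 differences of 0.35 and 0.41. The calls of Igf1 and Cebpb ended through wider errors when each array was scaled to Gapdh and Actb, and the methods' paired test over 4 pairs did not give the calls of Igf1 and Cebpb. The call ended for Igf1 without replicate 1 (-1.37) and Cebpb on the second arrays alone (1.20), log2 differences in parentheses.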

Adipogenesis throws light on various genes that perform similar functions, such as growth factor *IGF1*, that contribute in differentiation of preadipocytes into mature adipocytes (S1 Fig). 

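Genes of leptin and insulin signalling differed in both directions. Socs3, an inhibitor of leptin receptor signalling, was 3.78-fold higher in sWAT (-1.92 ± 0.15, adjusted p = 1.7e-04, SE, n = 4), and Jak2, the kinase of the leptin receptor, 2.43-fold (-1.28 ± 0.18, adjusted p = 0.0017). Of the list, 4 of 18 genes were higher in BAT, 7 lower and 7 did not pass (4 and 9 adjusted over the list alone, median log2 difference -0.27, adjusted p = 0.047 from camera, adjusted p = 0.41 with an estimated correlation). Its mean was 0.0001 in BAT replicate 4, -0.36 to -0.18 in the other BAT replicates and 0.094 to 0.19 in sWAT. Genes of B and T cells were lower in BAT by far more, with median log2 differences of -4.19 and -3.60. The list did not pass without replicate 1 or 2, with median log2 differences of -0.26 and -0.28, nor on the first arrays alone, after scaling to Gapdh and Actb or after centring each array on its median. Arrays scaled to Gapdh and Actb had wider errors and no longer gave the call of Jak2, and the paired test of the methods over 4 pairs ended the call of Jak2.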

Interestingly, certain pathways, such as Leptin-Insulin overlap (WP578_59046) have no common genes expressing ≥2 fold change in both organisms, show possible differences in tissue level organization and expression patterns (S2 Fig).

**Fig 2:**
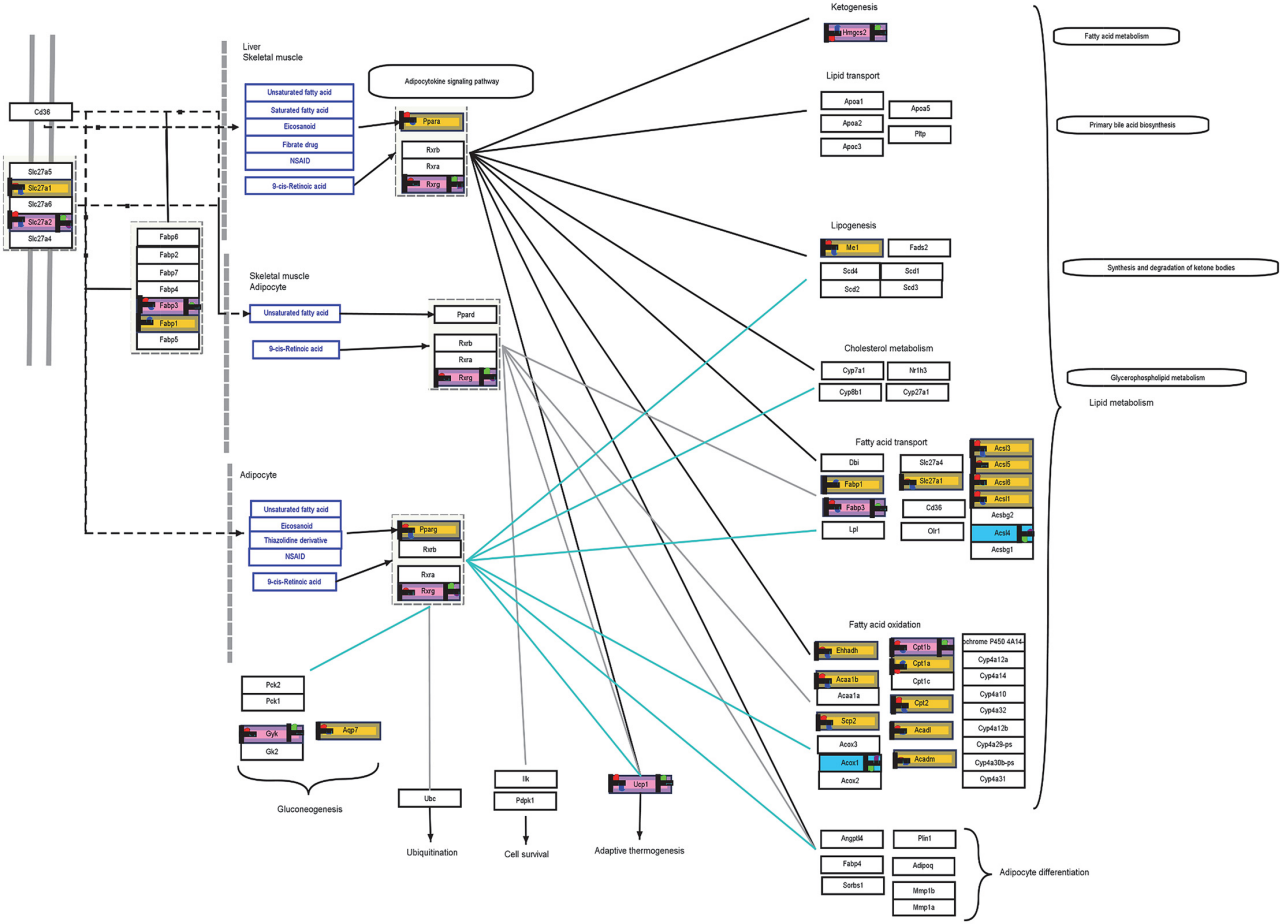
PPAR signaling pathway representing similar expression in both organisms. Yellow blocks represent expression particularly in mice while blue represent expression particular to human. Pink blocks represent expression in both organisms. The heat strips on the left of the colored bocks represent normalized signal intensity (P≤0.05, Red—expression in BAT, Blue—Expression in sWAT) in the respective tissue of LACA mouse. The heat strips on the left of the colored bocks represent normalized signal intensity (P≤0.05, Green—expression in BAT, Purple—Expression in sWAT) in the respective human tissues.

### Multi-Array gene expression and regulation analysis

Out of the 13 BAT specific genes, 9 probe sets which represented 4 genes were identified which were highly expressed only in BAT while showing relatively low expression in all other tissues types (S3 Fig). The analysis revealed *Aco2*, *Ebf2*, *Kcnk3* and *Ucp1* are promising targets for gene manipulation in WAT to convert to BAT *(“Browning”*) having little effect on other tissues of the host.

Out of the 33 genes specific to WAT, 3 probe sets representing 3 genes were identified which were highly expressed in adipose tissue of mouse. S4 Fig reveals certain differences between other species of mice against LACA mice with genes specific to LACA WAT being expressed across adipose tissue of other species of mice.

### Multi-Array transcription factor regulation analysis

93 BAT specific factors and 213 WAT specific ones of LACA mouse were identified. 

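Zic1, a transcription factor of the brown fat lineage, was 28.3-fold higher in BAT (4.82 ± 0.33, adjusted p = 1.0e-04, SE, n = 4), and all of its 4 replicate pairs differed in this direction. Olig1, a transcription factor of oligodendrocytes, was 17.4-fold higher (4.12 ± 0.15, adjusted p = 2.1e-05), with 1.40 in BAT replicate 4 against 2.26, 2.18 and 2.28 in the others. Nfe2l2, a regulator of the antioxidant response, was 3.58-fold higher (1.84 ± 0.26, adjusted p = 0.0017), but its 2 probe sets differed, from 0.66 to 3.01. Nfe2l2 stood at 0.06 in BAT replicate 4 against 1.93, 1.91 and 1.87 in the other BAT replicates and at -0.73 to -0.13 in sWAT. Of the list of the classical brown lineage, 8 of 9 genes were higher in BAT and 1 was lower (8 and 1 adjusted over the list alone, median log2 difference 1.6, adjusted p = 0.0041 from camera, adjusted p = 0.21 with an estimated correlation). The lower one was Epsti1, a gene that interferon also induces, at -2.69 ± 0.20, adjusted p = 1.4e-04. Like the 8 higher genes of this list, all 35 measured muscle fibre genes were higher in BAT, with a median log2 difference of 3.51. Of the regional patterning genes, 12 of 26 were higher in BAT and 9 lower (13 and 9 adjusted over the list alone, median log2 difference 0.36, adjusted p = 0.77 from camera, adjusted p = 0.92 with an estimated correlation). Hoxa5 was 7.31-fold higher in BAT (2.87 ± 0.21, adjusted p = 1.3e-04), whereas Hoxc10 was 9.30-fold (-3.22 ± 0.22, adjusted p = 1.0e-04) and Hoxc8 3.83-fold higher in sWAT (-1.94 ± 0.19, adjusted p = 4.1e-04). The methods' paired test over 4 pairs did not give the call of Nfe2l2.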

Increased expression of *Zic1*, *Olig1* and *Nfe2l2* was observed in LACA mouse.

To study the expression pattern of the 93 BAT specific transcription factors above mentioned in human samples, the said genes were input into Genevestigator which generated 235 probesets for analysis, based on linear expression pattern. Since Genevestigator does not possess Human BAT data, BAT specific genes were looked for expression in WAT to identify adipose tissue preferential expression (S5 Fig).

### Validation of microarray data using quantitative PCR

In order to validate the differences observed in gene expression between BAT and WAT in microarray analysis, quantitative PCR was performed to verify selected differentially expressed genes highly expressed in BAT (*Fabp3*, *Ucp1*, *Slc27a2*, *Cox7a1*, *Cidea*, *Pgc1α*, *Pparα)*, *highly expressed in sWAT (Ms4a1*, *H2-Ob*, *Bank1) moderately low expression in BAT (Pgk1*, *Cox6b1*, *Pparγ*, *Rxrg) and moderately low expression in sWAT (Slc20a1*, *Cd74)*. The qRT-PCR measurements confirmed the microarray data. Although some variation was observed in mRNA expression levels for these genes but the trend was highly consistent between the two methods, suggesting the reliability of microarray data. 

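On the arrays, the genes chosen for PCR differed between the tissues by about 2-fold or more. Ppara, the receptor PPARα, was 19.9-fold higher in BAT (4.32 ± 0.23, adjusted p = 5.1e-05, SE, n = 4), Cidea, a protein of lipid droplets, 12.8-fold (3.68 ± 0.65, adjusted p = 0.0046) and Ppargc1a, the coactivator Pgc1α, 9.42-fold (3.24 ± 0.25, adjusted p = 1.4e-04). Pparg, the receptor PPARγ, was 2.77-fold higher in BAT (1.47 ± 0.14), Cox6b1, a subunit of cytochrome c oxidase, 2.46-fold (1.30 ± 0.15) and Pgk1, an enzyme of glycolysis, 2.03-fold (1.02 ± 0.18). In sWAT, H2-Ob, a class II molecule of B cells, was 132-fold higher (-7.04 ± 0.16, adjusted p = 5.4e-06), Ms4a1, the B cell antigen CD20, 92.9-fold (-6.54 ± 0.25, adjusted p = 2.1e-05) and Bank1, a scaffold protein of B cells, 38.1-fold (-5.25 ± 0.21, adjusted p = 2.2e-05). Cd74, the invariant chain of class II molecules, was 3.69-fold higher in sWAT (-1.89 ± 0.29) and Slc20a1, a phosphate transporter, 2.46-fold (-1.30 ± 0.15), with probe sets of Slc20a1 from -2.11 to 0.04. Each of these genes differed in the same direction in all 4 replicate pairs. The PCR values were not analysed here. Scaling each array to Gapdh and Actb widened the errors and ended the calls of Pgk1, Cox6b1, Pparg and Slc20a1, and the paired test of the methods over 4 pairs ended the calls of Cidea, Pgk1 and Cd74. The log2 difference was 4.32 and 2.79 for Cidea without replicate 1 and 3.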

(Fig 3).

**Fig 3:**
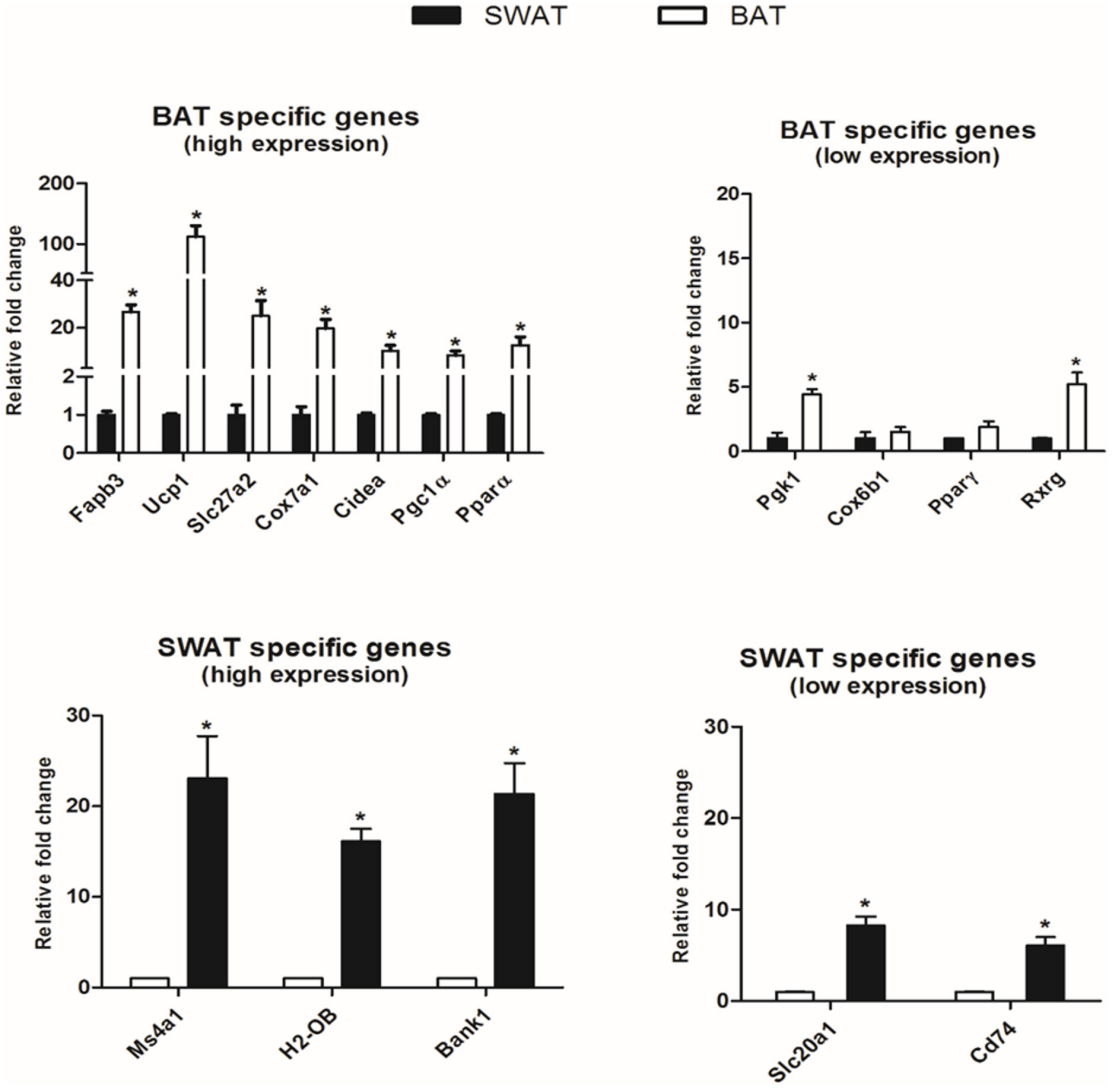
Validation of microarray data using qRT-PCR. Relative fold changes of selected genes in brown adipose tissue (BAT) against subcutaneous white adipose tissue (sWAT) validating microarray data. Fold changes represented as absolute changes of BAT against sWAT.

## Discussion

The current study establishes the differential expression of genes in BAT and sWAT of LACA mice, involvement of multiple pathways differentially expressed in these tissues while critically correlating the differential expression of highly expressed genes in mouse with humans. C57BL/6, among others, is a popular mouse model animal for high fat diet induced obesity studies [19]. On the other hand, not much has been explored about LACA mice for their potential for obesity and diabetes studies. A comparative analysis of gene expression patterns of C57BL/6 and LACA mouse revealed LACA mouse give certain advantages when studying certain pathways or phenotypic developments over C57BL/6 mice. Human adult BAT contain “Beige/Brite” phenotype while current models show classical brown phenotype [20,21]. There is a need to explore animal models that resemble human characteristics for greater relevance of therapeutic procedures in part or in whole. LACA mice can provide advantages against C57BL/6 when studying genes such as *Zic1* or *Olig1* or their associated pathways, which can be explored clinically as alternative strategies for the treatment of obesity and associated co-morbidities. Further, the study would help the scientific community identify target genes or pathways that have potential to have similar effects clinically. We believe this would save much in research costs and efforts. The study concludes with a list of genes which should or should not be targeted in murine studies in order to have greater clinical relevance.

Murine BAT and WAT showed differential expression (7003, 1176 and 401 genes showing greater than two-fold, five-fold and ten-fold change respectively) in several genes which is understandable when we look into the functional, physiological and anatomical differences between these two types of adipose tissues. Presence of multiple small fat droplets (multilocular), very dense mitochondria [22], abundant blood and nerve supply [23–25] are characteristic of BAT, differentiating it from WAT. Their thermogenic potential has been attributed to the abundance of mitochondria in these cells which uncouple fuel oxidation from ATP generation. This is caused by the presence of uncoupling protein in the inner mitochondrial membrane of these cells and results in generation of heat and expenditure of large amounts of chemical energy [26]. In our study, mitochondrial *Ucp1* was 190 times over-expressed in murine BAT as compared to sWAT. 

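On the arrays Ucp1 was 191-fold higher in BAT (7.58 ± 0.49, adjusted p = 8.5e-05, SE, n = 4). Its values were 4.33, 4.53, 4.39 and 2.75 in BAT replicates 1 to 4, of which replicate 4 lay apart from the rest, and -2.88, -2.93, -5.18 and -3.33 in sWAT. Of the thermogenesis list, 20 of 21 measured genes were higher in BAT and 0 lower (20 and 0 adjusted over the list alone, median log2 difference 3.24, adjusted p = 2.1e-10 from camera, adjusted p = 0.21 with an estimated correlation). The smallest difference past the threshold was that of Prdm16, a regulator of brown fat identity, at 0.80 ± 0.18, adjusted p = 0.012, and Bmp7, a signal that promotes brown fat formation, did not pass (0.14 ± 0.13, adjusted p = 0.40). The list's mean was 1.37 in BAT replicate 4 and 2.10 to 2.30 in the other BAT replicates. Muscle fibre genes were higher in BAT too, with a median log2 difference of 3.51 and their highest mean, 3.09, in BAT replicate 4. The call of Prdm16 ended through wider errors when each array was scaled to Gapdh and Actb, and the methods' paired test over 4 pairs did not give the call of Prdm16. The threshold was missed by Prdm16 without replicate 1 (0.76), log2 differences in parentheses, and the log2 difference was 6.91 for Ucp1 without replicate 3.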

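Genes of the respiratory chain, the tricarboxylic acid cycle and the mitochondrial ribosome were higher in BAT. Of the genes of oxidative phosphorylation, 62 of the 66 measured genes were higher in BAT and 0 lower (62 and 1 adjusted over the list alone), with a median log2 difference of 1.48, adjusted p = 7.1e-19 from camera, adjusted p = 0.21 with an estimated correlation. Cox8b, a subunit of cytochrome c oxidase of brown fat and muscle, was 13.1-fold higher (3.71 ± 0.30, adjusted p = 1.8e-04, SE, n = 4) and Ndufv1, a subunit of complex I, 5.4-fold (2.43 ± 0.27, adjusted p = 6.1e-04). Atp5g1, a subunit of the ATP synthase, had -0.34 ± 0.17 (adjusted p = 0.15) and Cox7c, another oxidase subunit, -0.49 ± 0.20 (adjusted p = 0.089). For the tricarboxylic acid cycle, 21 of the 21 measured genes were higher in BAT and 0 lower (21 and 0 adjusted over the list alone), with a median log2 difference of 1.97, adjusted p = 1.8e-10 from camera, adjusted p = 0.26 with an estimated correlation. Dlat, a subunit of pyruvate dehydrogenase, was 7.74-fold higher (2.95 ± 0.17, adjusted p = 6.5e-05), and the smallest difference was that of Pcx, pyruvate carboxylase (0.54 ± 0.18, adjusted p = 0.049). In the mitochondrial ribosome, 18 of the 20 measured genes were higher in BAT and 0 lower (20 and 0 adjusted over the list alone), with a median log2 difference of 1.24, adjusted p = 7.3e-07 from camera, adjusted p = 0.38 with an estimated correlation, and Mrpl34 had 1.69 ± 0.15, adjusted p = 2.2e-04. For peroxisomes, 19 of the 20 measured genes were higher in BAT and 0 lower (19 and 0 adjusted over the list alone), with a median log2 difference of 1.26, adjusted p = 1.4e-07 from camera, adjusted p = 0.21 with an estimated correlation. Skeletal muscle fibre genes were higher in BAT as well, by a median fold of 11.4. Arrays scaled to Gapdh and Actb had wider errors and no longer gave the calls of Pcx and Mrpl34, and the paired test of the methods over 4 pairs ended the call of Pcx. The call was lost for Pcx without replicate 1, 3 or 4 (0.58, 0.37 and 0.52) and Pcx without the replicate block (0.54), on the second arrays alone (0.25), after centring each array on its median (0.48) and after scaling to the 3' probe sets (0.57), log2 differences in parentheses.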

Critical analysis of our data suggests that the genes responsible for mitochondrial activity, encoding of multiple mitochondrial enzymes and other proteins are abundantly expressed in murine BAT whereas genes primarily related to tissue inflammation and immunological changes are several fold higher in sWAT suggesting that mitochondrial/metabolic processes specifically occur in BAT whereas inflammation related processes are prominent in sWAT. Our results are in accordance with earlier reports where *in-situ* microarray analysis as well as empirical qRT-PCR based studies have been used to better understand the gene profile of adipose tissues [6,27–31].

Using Gene Ontology (GeneSpring GX 12.1), GSEA (Pathway Studio Version 9.0.246.1071) and Multi-omic pathway analysis (GeneSpring GX 12.1), we have listed pathways involving differentially expressing genes in these tissues. While Gene ontology clarified GO Terms associated with BAT and sWAT of LACA mouse, reiterating sWAT was *“inflammatory and immunologically active”*, while BAT being metabolically active (S2 Table). GSEA of LACA mouse adipose tissue revealed multiple metabolism related pathways including fatty acid oxidation, glucose metabolism, Igf1r-Cebpa/Foxo1a signaling, adipocyte signaling along with NK Cell activation, various T- cell receptor signaling pathways are significantly regulated while analyzing sWAT genes with BAT genes showing 2 fold or more differential expression change in these two tissues (S3 Table). It is clearly understood here that BAT is more metabolically active than sWAT which is well supported by numerous studies over the years [32–34]. 

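Glucose metabolism genes were mostly higher in BAT, and inflammatory genes were higher in sWAT where they differed. Ldhb, the heart form of lactate dehydrogenase, was 7.88-fold higher in BAT (2.98 ± 0.12, adjusted p = 2.4e-05, SE, n = 4), and Pgam2, the muscle form of phosphoglycerate mutase, 11.1-fold (3.47 ± 0.33, adjusted p = 3.3e-04). Fbp1, fructose bisphosphatase, was 7.12-fold (2.83 ± 0.80, adjusted p = 0.030) and Eno3, the muscle form of enolase, 3.51-fold higher (1.81 ± 0.28, adjusted p = 0.0027), whereas Eno2 (-1.01 ± 0.19, adjusted p = 0.0054) and the glucose transporter Slc2a1 (-1.09 ± 0.13, adjusted p = 7.5e-04) were higher in sWAT. Of the glucose list, 16 of the 21 measured genes were higher in BAT and 2 lower (17 and 2 adjusted over the list alone), with a median log2 difference of 1.42, adjusted p = 7.6e-05 from camera, adjusted p = 0.34 with an estimated correlation. Skeletal muscle fibre genes moved in the same direction, with a median log2 difference of 3.51.
Among inflammatory genes, the chemokine Ccl5 was 7.70-fold higher in sWAT (-2.95 ± 0.32, adjusted p = 5.5e-04), the adhesion molecule Icam1 5.86-fold (-2.55 ± 0.29, adjusted p = 6.7e-04) and the cytokine Il18 4.96-fold (-2.31 ± 0.14, adjusted p = 7.4e-05). Nfkb2 had -0.87 ± 0.13, adjusted p = 0.0022. Of the list of inflammatory cytokines and NF-kB, 0 of 23 genes were higher in BAT, 14 lower and 9 did not pass (0 and 16 adjusted over the list alone, median log2 difference -0.75, adjusted p = 7.9e-08 from camera, adjusted p = 0.21 with an estimated correlation). The list's mean was 0.085 in BAT replicate 4, -0.85 to -0.51 in the other BAT replicates and 0.30 to 0.75 in sWAT. B and T cell genes moved in the same direction, with median log2 differences of -4.19 and -3.60. Of the macrophage genes, 9 of 19 were lower in BAT and 1 was higher (1 and 11 adjusted over the list alone, median log2 difference -0.83, adjusted p = 1.1e-04 from camera, adjusted p = 0.32 with an estimated correlation, median -0.44 without replicate 1), among them the lysozyme Lyz2 at -1.87 ± 0.30, adjusted p = 0.0032 and the phosphatidylserine receptor Timd4 at -4.45 ± 0.28, adjusted p = 7.9e-05. The one higher in BAT was the haemoglobin scavenger Cd163 (2.11 ± 0.42, adjusted p = 0.0073). Without the replicate block, 5 of the 19 macrophage genes were lower in BAT and 1 was higher. From genes of mitochondrial and metabolic function higher in BAT and immune genes several fold higher in sWAT, the paper proposes that metabolic processes occur specifically in BAT and that inflammation is prominent in sWAT. When scaled to Gapdh and Actb, the arrays gave wider errors and no longer the calls of Eno2, Slc2a1 and Nfkb2, and the methods' paired test over 4 pairs did not give the calls of Fbp1, Eno3, Eno2, Lyz2 and Cd163. The call ended for Fbp1 without replicate 1 or 2 (2.27 and 2.01) and Nfkb2 on the first arrays alone (-0.65), log2 differences in parentheses, and the log2 difference was 3.49 and 3.56 for Fbp1 without replicate 3 and 4.

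**Figure D2:**
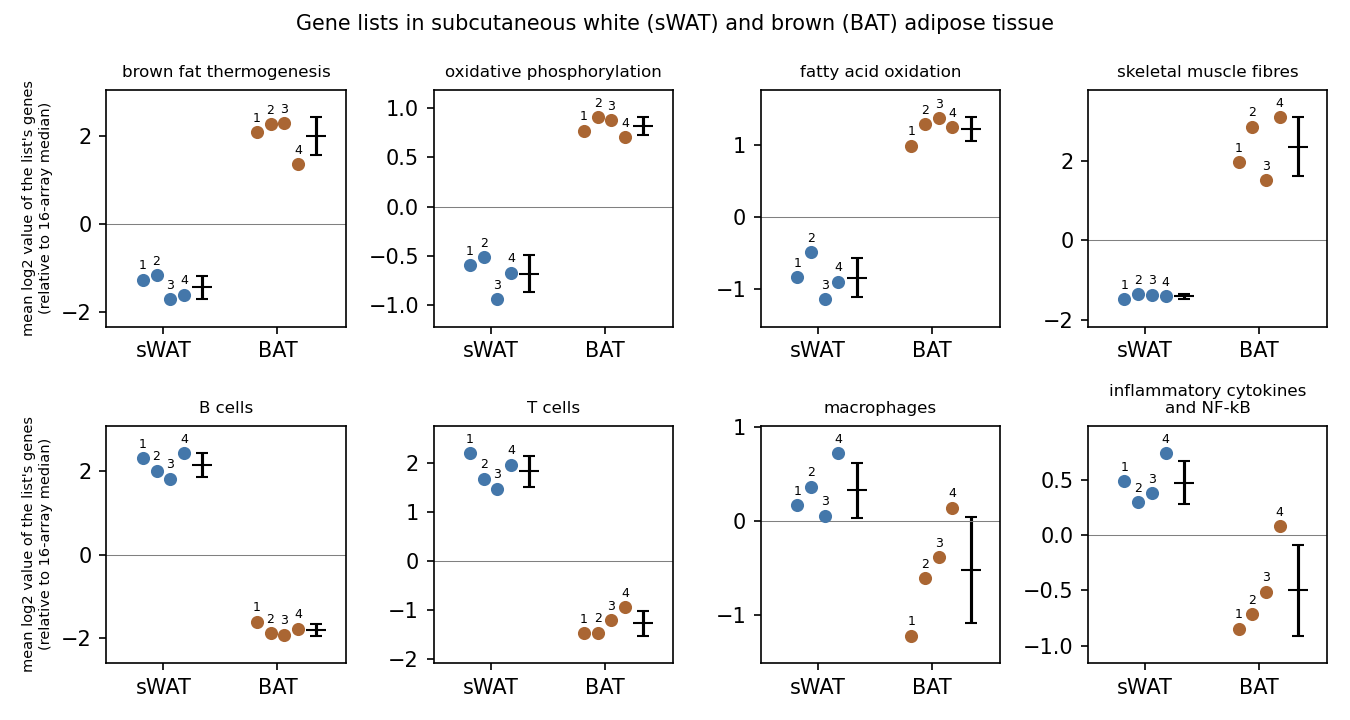
Mean log2 value of the genes of 8 lists in each replicate, relative to the median of the 16 arrays. Points are the replicates 1 to 4 of sWAT and BAT, and bars give their mean and SD, with a separate scale in each panel. The muscle fibre means of BAT lie at 1.5 to 3.09, and the macrophage mean of BAT replicate 4 is 0.14, within the range of sWAT.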

Multi-Omic comparison between LACA mouse and human adipose tissues revealed pathways common to both species, but may differ in expression profiles (S4 Table). Fig 2 represents multi-omic PPAR signaling pathway genes which showed similarities and differences between the two species. Targets such as *Slc27a1*, *Fabp3*, *Ucp1*, *Rxrg* are expressed similarly in both species while *Hmgcs2* is has an opposite expression. While Leptin-Insulin overlap pathway shown in S2 Fig shows possible mechanism of signaling in both organisms, though their expression profile describes otherwise. These results are also in accordance with existing literature[35].

We speculated that there may be significant species specific differences in mouse and human differential gene expression in BAT and WAT as observed in the multi-omic adipogenesis pathway (WP447–42781). Various factors were identified that showed differential expression in LACA mouse (*Creb1*, *Pgc1α*, *Stat1*, *Lpin1)*, while few were associated with human (S1 Fig). 

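Lpin1, a phosphatidate phosphatase and coactivator, was 2.96-fold higher in BAT (1.56 ± 0.16, adjusted p = 4.0e-04, SE, n = 4). Creb1, a transcription factor that responds to cyclic AMP, was 1.45-fold higher in sWAT (-0.53 ± 0.12, adjusted p = 0.012), but its 6 probe sets ranged from -1.80 to 0.60. Both genes differed in these directions in all 4 replicate pairs. Scaling each array to Gapdh and Actb widened the errors and ended the calls of Lpin1 and Creb1. The threshold was missed by Creb1 without replicate 2 or 4 (-0.56 and -0.50) and Creb1 after scaling to the 3' probe sets (-0.51), log2 differences in parentheses.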

We decided to use data from a previously published study; analyzed and compared it with our murine data to find out the extent of species related differences [17]. The data used was submitted by Svensson and colleagues (GSE27657), which compared the microarray expression profiles from *UCP-1* positive BAT samples with *UCP-1* negative sWAT samples from same patients [17]. In our analysis we used data from this study available in public domain. We differentially compared the genes expressed in these two types of tissues and identified that there are 506 genes which are differentially expressed (≥2 fold) in these two types of tissues. It has been established for a while that the presence of metabolically active BAT in rodents has been known and its molecular characterization, genetic fingerprinting and comparative profiling with WAT in rodents is well studied. Whereas, only recently has metabolically active BAT been demonstrated in humans. It is difficult to obtain human classical BAT samples from adult humans which do not show “Brite/Beige” characteristics [21]. Murine BAT tissues, on the other hand, show classical BAT characteristics throughout their lifetime [20]. Next, we selected the 506 genes differentially expressed in human BAT and WAT and tried to find out how many were expressed similarly in mice. In total 90 genes were common in murine and human data, out of which 46 showed similar differential expression pattern. 

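On the mouse arrays Ckmt2, the creatine kinase of muscle mitochondria, was 46.9-fold higher in BAT (5.55 ± 0.29, adjusted p = 4.8e-05, SE, n = 4), Uqcrc1, a core protein of complex III, 5.15-fold (2.37 ± 0.35, adjusted p = 0.0022), Pdha1, a subunit of pyruvate dehydrogenase, 3.91-fold (1.97 ± 0.15, adjusted p = 1.6e-04) and Cox5a, a subunit of cytochrome c oxidase, 2.27-fold (1.19 ± 0.11, adjusted p = 3.3e-04). Dse, which modifies dermatan sulfate, was 3.58-fold higher in sWAT (-1.84 ± 0.39, adjusted p = 0.010), Vgll3, a transcription cofactor, 2.48-fold (-1.31 ± 0.35, adjusted p = 0.026) and Fgf13 2.19-fold (-1.13 ± 0.16, adjusted p = 0.0016) with its 2 probe sets at -2.27 and 0.01. Ecm1 (-0.89 ± 0.33, adjusted p = 0.070), the tubulin Tubb2a (-0.46 ± 0.16, adjusted p = 0.062) and the proteoglycan Gpc3 (0.30 ± 0.34, adjusted p = 0.49) did not pass the test. Without replicate 4 the log2 difference of Gpc3 was -0.13. Ecm1 passed without replicate 3 (-1.16) or 4 (-1.15), and Tubb2a without replicate 4 (-0.62). The calls of Cox5a, Vgll3 and Fgf13 ended through wider errors when each array was scaled to Gapdh and Actb, and the methods' paired test over 4 pairs did not give the calls of Uqcrc1, Dse and Vgll3. The call was lost for Vgll3 without replicate 1, 2 or 3 (-1.13, -1.0 and -1.33), log2 differences in parentheses.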

Important genes highly expressed in BAT as compared to sWAT (total 13 genes) both in mice and human are Uncoupling protein 1 (mitochondrial, proton carrier) (*UCP1)*, Fatty acid binding protein 3-muscle and heart *(FABP3)*, Creatine kinase, mitochondrial 2 (*CKMT2)*, Aconitase 2, mitochondrial *(ACO2)*, Ubiquinol-cytochrome c reductase core protein 1 (*UQCRC1)*, Pyruvate dehydrogenase e1 alpha 1 (*PDHA1)*, Cytochrome c oxidase subunit v A *(COX5A)* whereas important genes highly expressed in sWAT as compared to BAT (total 90 genes) in both mice and human are Dermatansulfateepimerase *(DSE)*, Vestigial like 3 (drosophila) (*VGLL3)*, Fibroblast growth factor 13 (*FGF13)*, Extracellular matrix protein 1 (*ECM1)*, Insulin-like growth factor 1 (*IGF1)*, Tubulin, beta 2a class ii a *(TUBB2A)*, Glypican 3 (*GPC3)* etc. Further analysis revealed that, the genes involved in mitochondrial and metabolic functions are highly expressed in BAT whereas ones which are involved in immune system and inflammatory activity are highly expressed in sWAT, which is in accordance with existing literature. More importantly, there were 44 genes which showed opposite expression in mice and human. Genes like Adrenergic receptor kinase, beta 2 (*ADRBK2)*, Phosphodiesterase 4d interacting protein (myomegalin) (*PDE4DIP)*, Potassium voltage gated channel, shab-related subfamily, member 1 (*KCNB1)*, Very low density lipoprotein receptor *(VLDLR)*, Heat shock protein family, member 7 (cardiovascular) (*HSPB7)*, Apoptosis-inducing factor, mitochondrion-associated 2 (*AIFM2)*, Carboxypeptidase m *(CPM)*, Chemokine (c-x-c motif) ligand 14 (*CXCL14)* and Flavin containing monooxygenase 1 (*FMO1)* which showed greater expression in murine BAT than sWAT but in human the trend was reversed and higher expression was seen in WAT as compared to BAT. 

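On the mouse arrays Fmo1, a monooxygenase, was 4.88-fold higher in BAT (2.29 ± 0.19, adjusted p = 1.9e-04, SE, n = 4), Vldlr, the receptor of very low density lipoproteins, 4.49-fold (2.17 ± 0.16, adjusted p = 1.2e-04) and Aifm2, an oxidoreductase, 3.55-fold (1.83 ± 0.18, adjusted p = 3.8e-04). Hspb7, a small heat shock protein, was 3.03-fold (1.6 ± 0.20, adjusted p = 0.0011), Cxcl14, a chemokine, 2.22-fold (1.15 ± 0.16, adjusted p = 0.0016) and Grk3, the present symbol of Adrbk2, 2.14-fold higher (1.10 ± 0.19, adjusted p = 0.0037). Pde4dip, a protein of the Golgi and centrosome, was 1.67-fold higher (0.74 ± 0.11, adjusted p = 0.0024), and its 4 probe sets ranged from -0.55 to 2.74. Those of Hspb7 ranged from 0.68 to 2.30 and those of Cxcl14 from 0.48 to 1.82. Cpm, carboxypeptidase M, was 1.97-fold higher in sWAT (-0.98 ± 0.20, adjusted p = 0.0092). All of these genes differed in the same direction in all 4 replicate pairs. Arrays scaled to Gapdh and Actb had wider errors and no longer gave the calls of Hspb7, Cxcl14, Grk3, Pde4dip and Cpm, and the paired test of the methods over 4 pairs ended the calls of Grk3 and Cpm. The call ended for Pde4dip after scaling to the 3' probe sets (0.77), log2 differences in parentheses.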

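Sorl1, a sorting receptor, was 4.78-fold higher in mouse sWAT (-2.26 ± 0.17, adjusted p = 1.5e-04, SE, n = 4), with 3 probe sets from -3.02 to -1.29. Foxc2, a transcription factor, had a log2 difference of -0.38 ± 0.15 and did not pass the test (adjusted p = 0.083), with 3 of 4 replicate pairs lower in BAT. For Agt, angiotensinogen, the difference was 0.12 ± 0.16 (adjusted p = 0.57). Agt stood at 0.82 in BAT replicate 4 against -0.11 to -0.03 in the other BAT replicates, and without replicate 4 its difference was -0.01.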

Other genes like Forkhead box c2 (*FOXC2)*, 3-hydroxy-3-methylglutaryl-coenzyme a synthase 2 (*HMGCS2)*, Angiotensinogen (serpin peptidase inhibitor, clade a, member 8) (*AGT)*, and Sortilin-related receptor, ldlr class a repeats-containing *(SORL1)* were highly expressed in WAT as compared to BAT in mouse while the trend was opposite for human data. So, researchers should avoid using these targets or their pathways when working on understanding their role in conversion of one form of adipose tissue into other i.e. adipose tissue engineering. Particularly, the inter-species differences among important genes such as *Adrbk2*, which is known to phosphorylate agonist-occupied beta-adrenergic and *GPCRs*. Several unsuccessful experiments were carried out to activate thermogenesis in human BAT using beta3-adrenergic receptor [36–38]. Voshol et. al. reviewed various studies used *Vldlr* as a target for genetically engineered rodent models [39], but this gene shows little expression in humans. *HMGCS2*, a gene often studied in hepatic tissues, whose differential expression in human BAT were validated by Svensson et. al. while its differential expression is significantly higher in sWAT in LACA mouse. Vilà-Brau et. al. suggests the gene regulates mitochondrial fatty acid oxidation in human cell line, hep-g2 [40]. Such inter-species differences warrants more attention as they have a role in adipocyte biology and can easily draw interest of scientific community to look into them. In general, rodent studies involving these genes warrant caution as extrapolation of these to human will be questionable. When we performed group enrichment analysis on these genes, most common gene sets were G-protein coupled receptor protein signaling pathway (e.g. *Gpr34*, *Ptger3*, *Gng2*), signal transducer activity (e.g. *Ckmt2*, *Cdkn2b*, *Mobkl2b*), kinase activity (e.g. Gpr34, *Ecm1*, *Wls*), cell adhesion (e.g. *Fat1*, *Spon1*), ATP binding (e.g. *Ckmt2*, *Enpp1*), extracellular space (e.g. *Ecm1*, *Igf1*, *Spon1*).

Our manual analysis co-related with the data provided by Genevestigator. A majority of gene expression in murine BAT showing opposite expression, was checked for in C57BL/6 mice and Humans. Genes such as *ACVR1C*, *ASPH*, *FMO1*, *PYGL*, *SIK2* and *SLC24A3* were highly expressed in murine BAT (S6 Fig), while their expression were up-regulated in human WAT (S7 Fig). This suggests that one needs to be cautious when targeting these genes for gene modification studies in mice as the results of animal studies may significantly differ from those of clinical trials. 

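In the mouse BAT of this study Pygl, the glycogen phosphorylase of liver, was 4.57-fold higher than in sWAT (2.19 ± 0.18, adjusted p = 1.9e-04, SE, n = 4) and Slc24a3, a sodium-calcium exchanger, 4.41-fold (2.14 ± 0.11, adjusted p = 4.9e-05). Acvr1c, a receptor of the activin family, was 2.33-fold higher (1.22 ± 0.16, adjusted p = 0.0012) and the kinase Sik2 1.74-fold (0.80 ± 0.16, adjusted p = 0.0082). Asph, an enzyme and calcium-store protein, had 0.38 ± 0.13 as the mean of its 6 probe sets and did not pass (adjusted p = 0.063). Its probe sets ranged from -0.60 to 1.94, and the highest differed 3.85-fold (adjusted p = 7.3e-04). Scaling each array to Gapdh and Actb widened the errors and ended the calls of Acvr1c and Sik2, and the paired test of the methods over 4 pairs ended the call of Sik2.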

The variations between LACA mice and C57BL/6 (wild type) of certain significant BAT specific genes are summarized in Fig 4. Zinc family member 1 (*Zic1)* which is known to be a classical BAT marker [41] showed higher expression in LACA mouse. Oligodendrocyte transcription factor 1 (*Olig1*) whose role in obesity or adipose tissue is not well-studied, seems to play an important role in LACA mouse BAT. *Neg2l2* (Or *Nrf2*) is a proposed target for the management of obesity [42], where it is proposed to play a role in thermogenesis and prevention of lipid accumulation. 

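Nr4a2, a nuclear receptor induced by cyclic AMP, was 2.06-fold higher in BAT than in sWAT on the arrays of LACA mice (1.04 ± 0.16, adjusted p = 0.0023, SE, n = 4). Its 6 probe sets ranged from 0.35 to 1.66, and it was higher in BAT in 4 of 4 replicate pairs. Esrrg, the estrogen-related receptor γ, was 4.31-fold higher in BAT (2.11 ± 0.16, adjusted p = 1.3e-04), with 3 probe sets from 0.14 to 4.03. Of the list of immediate early genes, to which Nr4a2 belongs, 2 of 16 were higher in BAT, 7 lower and 7 did not pass (3 and 7 adjusted over the list alone, median log2 difference -0.34, adjusted p = 0.056 from camera, adjusted p = 0.37 with an estimated correlation). Among the lower ones was Egr2, a zinc finger transcription factor, at -2.58 ± 0.27, adjusted p = 4.6e-04. That list passed without replicate 2 or 3, with median log2 differences of -0.37 and -0.48. It did not pass without replicate 1 or 4, with medians of -0.18 and -0.29. The call of Nr4a2 ended through wider errors when each array was scaled to Gapdh and Actb.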

Certain genetic differences between LACA mouse and other mice studied was also evident from the data, such as Nuclear Receptor Subfamily 4, Group A, Member 2 (*Nr4a2*) which is known to play a role in the regulation of thermogenesis in BAT among others [43] but is down-regulated in LACA mouse BAT suggesting an alternative mechanism for thermoregulation in LACA mouse. Several genes including *ZIC1*, *OLIG1* and *ESRRγ* showed no or low expression in human WAT forms. 

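Epas1, the hypoxia-inducible factor 2α, was 1.97-fold higher in BAT of the LACA mouse (0.98 ± 0.12, adjusted p = 0.0010, SE, n = 4), with probe sets from 0.39 to 1.56. Thrsp, a nuclear protein of lipogenic tissues, was 2.23-fold higher (1.16 ± 0.25, adjusted p = 0.011). Ebf1, a transcription factor of adipocytes and B cells, had 0.29 ± 0.18 as the mean of its 5 probe sets and did not pass the test (adjusted p = 0.23). Its probe sets ranged from -0.07 to 1.24, and the highest differed 2.36-fold (adjusted p = 0.0020). Arrays scaled to Gapdh and Actb had wider errors and no longer gave the calls of Epas1 and Thrsp, and the paired test of the methods over 4 pairs ended the call of Thrsp. The threshold was missed by Thrsp on the second arrays alone (0.70), log2 differences in parentheses.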

Certain mouse BAT specific transcription factors showed high expression in human WAT such as *EPAS1*, *THRSP*, *EBF1* and *PPARγ*. This reiterates the need for caution to be exercised when relating murine adipose tissue data with that of human.

**Fig 4:**
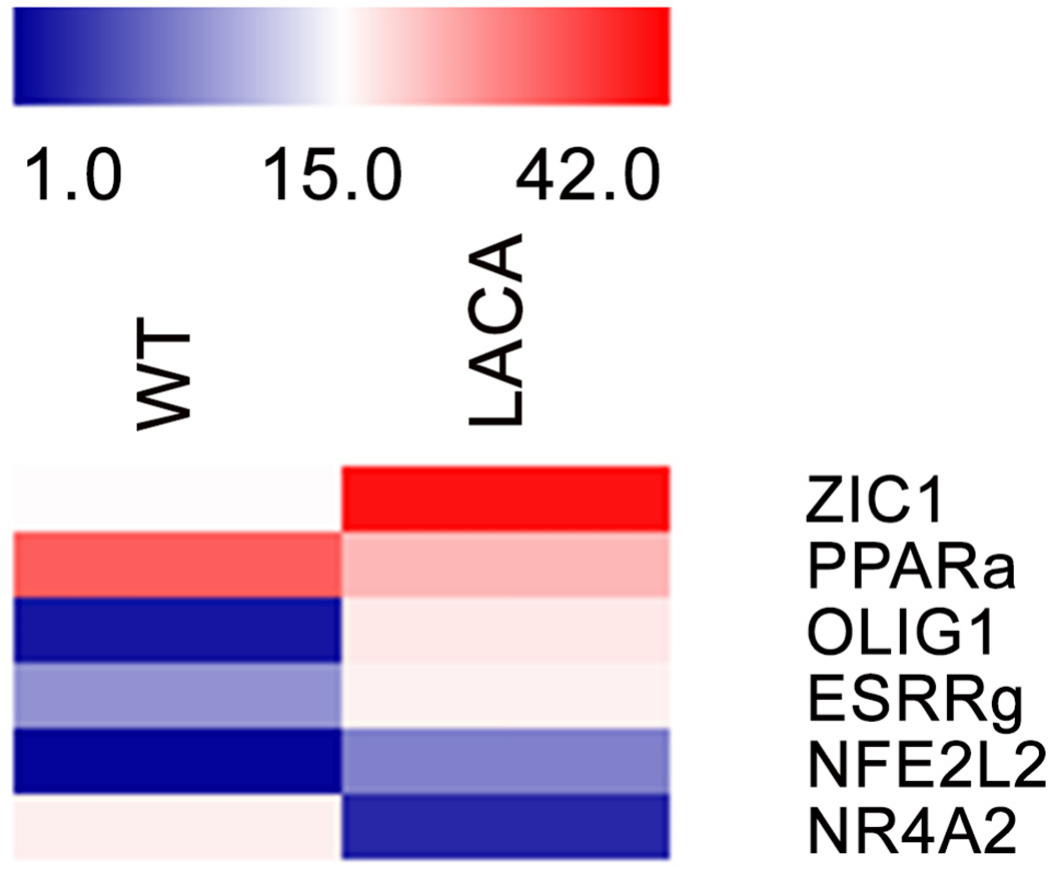
Heatmap of transcription factor expression in LACA vs C57BL/6 mice strains. Heatmap represents fold change of transcription factors with red representing fold change while blue representing low fold change. Fold change from genevestigator was calculated from their BAT/WAT ratio.

In conclusion we have identified genes which are differentially expressed in murine BAT and sWAT of LACA and we show the inter species differences in the differential expression of genes in BAT and WAT. While we compared murine and human differential expression of two types of adipose tissues, we feel the present study is limited with respect to the number of common genes we found in two species. Multi-species studies should be carried out to understand the critical role played by various genes (their protein correlates) and their inter species differences.

## Methods

### Animals

Laca mice weighing 25 ± 3g (Male, n = 4) were procured from Central Animal House Facility of Panjab University, Chandigarh (India). Animals were housed under standard laboratory conditions (temperature 22 ± 2°C; humidity 55 ± 5%), having free access to food (Hindustan Lever Products, Kolkata, India) and water along with 12 hour light and dark cycles. The research experiments were carried out as per the guidelines set up for animal experimentation by the 'Committee for Control and Supervision of Experimentation on Animals' (CPCSEA) and INSA (Indian National Science Academy) guidelines. All the experimental procedures were approved by IAEC (Institutional Animals ethics committee, Panjab University). WAT (Subcutaneous region) and BAT (Intrascapular) of the mice were dissected from each animal and further processed.

### Microarray analysis

Total RNA was extracted from murine WAT (Subcutaneous region) and BAT (intrascapular) using ribopure RNA extraction kit (Invitrogen, USA) according to manufacturer's instructions. The quantification (total amount) and qualitative ratio metric analysis of RNA was done using Infinite M200 ProNanoQuant(Tecan, Switzerland). Integrity of the RNA samples were evaluated using 1.4% agarose gel. All RNA samples were found to be pure with no signs of degradation caused due to the extraction process. The entire microarray experiment was performed as per the protocol and guidelines provided by Affymetrix, Inc. (Santa Clara, CA). The microarray versions that were used in these studies were mouse 430.2.0 Affymetrix array. Briefly, first-strand of cDNA was generated from 500ng of RNA using a T7-linked oligo (dT) primer followed by second strand synthesis. Then, In vitro transcription was performed to synthesize aRNA incorporated with biotin-conjugated nucleotides and 15 μg of aRNA was fragmented prior to hybridization. The hybridized arrays were washed and stained with streptavidin-phycoerythrin using Affymetrix Fluidics Station 400 and finally scanned on Agilent GeneArray scanner. The microarray data is available on NCBI’s GEO database (Geo accession: GSE67389).

### Quantitative PCR analysis

Quantitative real time PCR analysis was done to validate the level of expression from microarrays for selected genes using SYBR green dye-based assay in the Applied Biosystems 7500 Fast Real-Time PCR machine as per protocol (Qiagen). Total RNA was purified as described above and 1μg of total RNA in a 20 μl reaction was reverse transcribed using single strand cDNA synthesis kit (Qiagen, USA) as per manufacturer’s instructions. Relative expression of selected genes such as *Fabp3*, *Slc27a2*, *Cox7a1*, *Ms4a1*, *H2-Ob*, *Bank1*, *CIDEA*, *FABP3*, *RxRg* was determined by quantitative PCR (qPCR). *Additionally Ucp1*, *Pparα*, *Ppargc1α (Pgc1α)*, *Pparγ* was determined by quantitative PCR (qPCR) using custom designed PCR Array (PAMM 049A, Standard Mouse RT2 profile PCR Array, SABiosciences, Qiagen, USA). The conditions for RT-PCR were: 95°C for 10 minutes followed by 40 cycles at 95°C and held at 60°C for 1 minute. All measurements were performed in duplicate. Gene expression was normalized by the mean of two genes, *i*.*e*. GAPDH and β-Actin while GAPDH and HSP90AB was used in the custom array for murine white and brown adipose tissues. Since the expression of these genes remain unchanged in BAT and WAT they were chosen as housekeeping gene (gene based selection). Data was analyzed as per protocols for ΔΔCt method. Custom array data was analyzed using web based software provided by SABiosciences, USA.

### Microarray Data mining

DNA microarray data was analyzed using GeneSpring GX 12.1 software (Agilent Technologies) with the raw data files (.cel) of the Affymetrix Mouse chip imported into the software. RAM (Robust Multichip Averaging) algorithm was used to normalize the data where it was subjected to quantile normalization with median of all samples taken for baseline transformation. Gene expression profiles of murine WAT and BAT were studied by generating a differential expression list. The two parameters were subjected to paired student's T test statistical analysis where the false-positive event (p-value cut-off = 0.05) calculation done using asymptotic method on the normalized data assuming equal variances, incorporating Benjamini and Hochberg false discovery rate multiple-testing correction set at a rate of 0.05. The resultant list of genes differentially expressed between the two parameters were filtered to include only those that expressed absolute fold change by greater than two-fold, five-fold and ten-fold change.

### Comparison of mouse data with human data

In order to identify the variation between human and mouse genes differentially expressed in WAT and BAT, the publicly available microarray data (GEO dataset GSE27657) of human WAT (subcutaneous) and BAT (peri-thyroid region) was first analyzed using GeneSpring GX 12.1 software (Agilent Technologies) in a similar way as mentioned above. Then, the number of differentially expressed genes in human WAT vs. BAT with greater than two fold change expression was compared with our data *i*.*e*. with genes differentially expressed in murine WAT and BAT manually (using gene symbols as reference) and using multi-omic pathway analysis (p ≤ 0.1, minimum match ≥1). Venn diagram was generated to highlight similarities and differences between the gene expression profiles of two species.

### Pathway Mapping and Enrichment Analysis

Gene ontogeny was performed using GeneSpring 12.1 using top 50 individually expressed probe sets of murine BAT and WAT (differential expression fold change 20 ± 2) to study GO terms associated with BAT or sWAT specific tissues (Corrected P value ≤ 0.1).

Gene set enrichment analysis and functional annotation of genes was carried out using Pathway Studio software version 9.0.246.1071 on ResNet 9.0 Mammal database. Differentially expressed genes were mapped on available pathways in Pathway Studio. Pathways enriched with (List 1: LACA mouse sWAT vs. BAT ≥2 fold regulated genes; List 2: Human WAT vs. BAT ≥2 fold regulated genes) genes were identified by enrichment algorithm which deploys Fischer Exact test (P ≤ 0.1). An error margin of 10% was taken to include well known and documented genes in the gene sets.

### Multi-Array gene expression analysis

Genes expressed in LACA mouse were investigated for their expression pattern across various publically available mouse microarray data using Genevestigator online tool using respective Affymetrix platforms (Mouse 430 2.0 Array, Human 133 Plus 2.0 Array)[44]. Genevestigator uses RMA for normalization with P≤0.1. Genes that were common to LACA mouse and Human data were first investigated for comparing similarities and differences between LACA and other mice studied upon from an obesity oriented perspective. The BAT or WAT specific list was input in Genevestigator, and the expression of these genes in known mouse models were looked into. Using linear and log_2_ normalized expression, heatmaps and BAT/WAT relative fold expression in the data sets were analyzed and compared with LACA mouse data.

To study the expression pattern of transcription factors in adipose tissue, probesets expressed ≥2 fold were compared with the factors listed in the MTFDB (http://genome.gsc.riken.jp/TFdb/). Transcri≥tion factors in LACA mouse data was identified and compared using Genevestigator online tool. Heatmap was made using MeV software tool.

### Statistical analysis

The differences in expression of genes between BAT and WAT were analyzed by paired student's t-test followed by Benjamini and Hochberg FDR corrections. P-values of ≤0.05 were considered statistically significant. GSEA and Multi-omic analysis was conducted at P-value cut off of 0.1 using default parameters. qRT-PCR data was analyzed using One-tailed unpaired t-test (Welch’s Correction) (P ≤ 0.05) with Prism Graphpad.

## Supporting Information

S1 Fig Adipogenesis specific genes expressed in both organisms. Multi-omic pathway analysis (P≤0.1, minimum match ≥ 1) of adipose tissue specific genes expressed in both organisms revealed various mouse specific and human specific genes with some common to both organisms. Genes marked in yellow are expressed in mouse, while genes marked blue are expressed in humans and those marked pink are expressed in both organisms. Heat-strips having Red-Blue (Red—BAT, Blue—WAT) colours represent normalized signal intensities in mouse. Heat-strips having Green-Purple (Green—BAT, Purple—WAT) colours represent normalized signal intensities in humans.
(TIF) Click here for additional data file.

S2 Fig Leptin-Insulin Overlap genes having no common expression. Multi-omic pathway analysis (P≤0.1, minimum match ≥ 1) of WAT showed genes expressed in Leptin signalling involved in mice that were significantly upregulated predominantly in WAT of both organisms, represented by trailing heat-strips (Red—BAT, Blue WAT). While yellow boxed genes represent expression in LACA mouse, Blue boxed genes expression in Humans.
(TIF) Click here for additional data file.

S3 Fig BAT specific expression analyzed across tissues of mice. 13 genes that were highly expressed in LACA mouse BAT were looked into for expression pattern in C57BL/6 mice. 9 probe sets representing 4 genes (P≤0.1) were identified in the public mouse data available on Genevestigator using default parameters of log expression. The expression heatmap was organized based on highest to lowest *UCP1* expression in various tissues, with red representing maximum expression while white representing minimum.
(TIF) Click here for additional data file.

S4 Fig WAT specific expression analyzed across tissues of mice. 13 genes that were highly expressed in LACA mouse WAT were looked into for expression pattern in C57BL/6 mice. 3 probe-sets representing 3 genes (P≤0.1) were identified using Genevestigator using default parameters of log expression. The expression heatmap was organized based on highest to lowest *Sik2* expression in various tissues, with red representing maximum expression while white representing minimum.
(TIF) Click here for additional data file.

S5 Fig BAT specific transcription factor expression analyzed across tissues of mice. 93 BAT transcription factors (represented by 132 probesets of human counterparts) that were highly expressed in LACA mouse BAT were looked into for expression pattern in human samples across 151 anatomical tissues. 235 probe-sets representing (P≤0.1) were identified using Genevestigator using default parameters of linear expression. The expression heatmap was organized based on highest to lowest *EPAS1* expression in various tissues, with red representing maximum expression while white representing minimum.
(TIF) Click here for additional data file.

S6 Fig BAT specific gene expression showing opposite expression in C57BL/6. LACA mouse BAT specific genes that showed opposite expression in human was checked for their expression pattern in C57BL/6 using Genevestigator. 40 genes that showed opposite expression in LACA BAT.
(TIF) Click here for additional data file.

S7 Fig Murine BAT specific genes in Human WAT showing opposite expression. LACA mouse BAT specific genes that showed opposite expression in humans, thus expressed in their WAT (SAAT, SAT and MAT). 40 Murine BAT gene names analyzed resulted in 23 Human probe sets, which were compared against 151 anatomical parts available on Genevestigator database using default parameters of linear expression. The expression heatmap was organized based on highest to lowest *ACVR1C* expression in various tissues, with red representing maximum while white representing minimum.
(TIF) Click here for additional data file.

S1 Table List of probe sets showing ≥2 fold change in LACA sWAT and BAT. Probe sets differentially expressed ≥2 fold change in sWAT are expressed as positive fold change while those expressed ≥2 fold change in BAT are expressed as negative fold change. The table also provides additional information provided by GeneSpring GX 12.1 regarding each of the probe sets such as Gene symbol, Entrez gene id and GO category.
(XLSX) Click here for additional data file.

S2 Table List of Gene ontology terms associated with top 50 differentially expressed BAT and sWAT probe sets. The table contains associated p-values for each of the lists for each of the terms.
(XLSX) Click here for additional data file.

S3 Table List of gene sets enriched after analyzing the ≥2 fold differentially expressed probe sets. The p value cut-off for the list generated was set at 0.1 for selectivity of gene sets which are highly functional in either of the tissues.
(XLSX) Click here for additional data file.

S4 Table List of pathways identified in multi-omic analysis between LACA mouse and Humans. The table lists common pathways of differentially expressed probe sets of human and mouse at p <0.1, with minimum match of ≥1.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

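RNA from subcutaneous white adipose tissue (sWAT) and interscapular brown adipose tissue (BAT) of LACA mice was measured on 16 Affymetrix mouse genome arrays, 8 per tissue. The labels give 4 replicate numbers per tissue and 2 arrays for each, 1 called biological and 1 called technical. The methods describe 4 mice with both tissues taken from each, and equal numbers in the 2 tissues were taken as 1 mouse, which the labels do not state. The authors normalized the arrays by RMA with quantile normalization in GeneSpring and subtracted the median of each probe set over all samples. The deposited values are therefore log2 values relative to that median. In the file every probe set has a median of 0 over the 16 arrays. The scale and direction were checked on 500 probe sets of the supplementary table of differences, which equal the differences computed here to 0.0041 after a change of sign, since that table gives sWAT minus BAT. Of that table only these entries were at hand, and it was used for nothing else. Its header calls the brown fat parathyroid, where the paper and the labels name interscapular BAT, and what the header means is not known.
The 2 arrays of each replicate were averaged, giving 4 values per tissue. BAT minus sWAT was fitted for 45101 probe sets with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with the replicate number as a block, and p-values were adjusted by Benjamini-Hochberg. Probe sets with an adjusted p under 0.05 were counted at folds of at least 2, 5 and 10. Probe sets were named from the platform annotation by gene number, with 34958 naming 1 gene, 932 naming several and 9211 naming none. The plan took the probe set with the highest level for each gene and, if the values proved centred, the mean over the gene's probe sets. The values are centred, so the mean over probe sets with 1 symbol was used for 18194 genes, with the same fit and adjustment over genes. The plan adjusted genes and list members over all probe sets and gave camera 1 probe set per gene, and since a mean over probe sets is neither, the gene values and their adjustment took that place throughout. The range over probe sets is given where they disagree. Errors are standard errors of the fitted difference with 4 replicates per tissue.
The 42 gene lists were written before the values were at hand, for thermogenesis, mitochondria, lipid and glucose metabolism, signalling, cell types, sex-linked genes, ribosomes and the reference genes of the PCR. They were tested with camera at its preset correlation, adjusted over the lists, and 27 passed at 0.05. With an estimated correlation 0 passed, and the lowest adjusted p was 0.21, or 0.27 without the 2 arrays of low 5' signal. That estimate rests on the few residuals left by 4 replicates per tissue and the block. Even the muscle fibre list, with 35 of 35 genes higher in BAT, had an adjusted p of 0.32 by it. The test with an estimated correlation therefore cannot decide here whether a list differs. Genes in the text were chosen by a rule set at the same time: the genes that the paper names for the mouse, the 25 genes with the largest difference in each direction whose 4 pairs differ the same way, and members of the lists with the largest or smallest difference or named by the paper. Values in the paper's tables had been seen. Overlap of lists with those tables was counted only for muscle fibre, B cell, T cell, lymph node and macrophage genes. Other lists may hold genes that the paper chose on these samples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.
The arrays were checked by their medians, by the 5' and 3' probe sets of Gapdh and Actb and by sex-linked genes. Of the 16 arrays, 2 had low 5' signal and were kept. The labels call all mice male, while Xist and the Y-linked genes differ among the BAT replicates. For numbers 1 to 3 they also differ between BAT and sWAT, which argues against tissues of 1 animal there. The block was kept as planned, and the same fit without the block was run as an alternative. No samples were regrouped by the sex-linked genes. Centred values give no signal level, so the depth of single arrays cannot be stated and the number of arrays limits the precision. On simulated values with the spread of these arrays, the fit with the block recovered 67% of probe sets changed by 1.5 log2 units and 95% of those changed by 3, with 2 false calls, and the fit without it 80% and 100%, with 8 false calls. There 100 of 45101 probe sets changed by each size, while 14605 were called at any fold on the real arrays. The recovery rates may therefore not hold for the real arrays. On 44901 simulated probe sets, drawn independently and not averaged into genes as the lists were, camera called 1 of 1 raised list and 0 of 100 unchanged lists. This does not test lists whose genes move together.
Alternatives were the fit without the block, the first or second arrays alone, each array as a replicate, the paired test of the methods over 4 replicate pairs and over 8 array pairs, scaling to Gapdh and Actb, the probe set with the largest difference for each gene, an estimated correlation for lists and leaving out each replicate in turn. Leaving out the 2 low arrays, centring each array on its median and scaling to the 3' probe sets of Gapdh and Actb were added after the values were seen. A filter and a floor for dim probe sets need levels that the centred values do not hold, and a variance trend and cyclic loess were not run. The human data that the paper compares were not analysed, nor were the PCR values.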

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

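In this part, the tests of a tissue difference and of swapped samples were chosen only after the Xist and Y-linked values were seen, and the test of female animals before its own result was seen. In all, 41 of 446 groups of replicates had 1 sample far from the others, by the gap to its nearest neighbour as a share of the whole range, where chance gives about 1 in 20. BAT replicate 4 accounts for 16 of the 41.
The sex-linked genes of BAT replicate 4 lay apart from those of the other 3 BAT replicates. The list of Y-linked genes stood at 0.18 (others -2.33 to -1.98), Eif2s3y, a translation factor on the Y chromosome, at 0.40 (others -3.21 to -2.94), Xist at -0.26 (others 5.74 to 6.36) and the list of Xist and genes that escape X inactivation at -0.29 (others 1.06 to 1.27). A difference between the tissues is argued against by BAT replicate 4, whose Y-linked mean lies -0.071 from the sWAT mean, and a swap between the groups by 0 sWAT replicates with Xist above the midpoint of all replicates. BAT replicates 1 to 3 may come from female animals rather than from the males described. The median of 5 genes that escape X inactivation is higher in each of them than in BAT replicate 4, by at least 0.538, but BAT replicate 4 (-0.32) lies below the sWAT replicates (-0.12 to 0.0052) too, and the gap between these and BAT replicates 1 to 3 (0.22 to 0.24) is smaller. Of the 5 genes, Kdm6a and 5530601H04Rik, named after their values were seen, do not lie above the sWAT range in BAT replicates 1 to 3. If equal numbers were 1 mouse, its 2 tissues would share the sex-linked pattern. For numbers 1 to 3 Xist stood at 5.74 to 6.36 in BAT and at -0.27 to -0.11 in sWAT. The Y-linked means were -2.33 to -1.98 and 0.21 to 0.39. These values argue against 1 mouse for each of these numbers, and so against a wrong sex label alone. The use of other animals for BAT and other label errors remain open. In pairs 1 to 3 a difference between BAT and sWAT includes any difference between the sexes.
Other genes of BAT replicate 4 also lay apart. Lower there than in the other BAT replicates were Ucp1 at 2.75 (others 4.33 to 4.53), Elovl3 at 0.10 (others 5.89 to 6.86), Acsl5 at -0.048 (others 1.35 to 1.43), Olig1 at 1.40 (others 2.18 to 2.28) and Nfe2l2 at 0.055 (others 1.87 to 1.93). Higher in it were Agt at 0.82 (others -0.11 to -0.03), Ighv14-2 at -3.53 (others -3.81 to -3.78), Hoxc8 at -0.76 (others -1.22 to -1.17), Timd4 at -1.64 (others -2.89 to -2.72), Egr2 at -0.70 (others -1.85 to -1.85), the list of beige adipocytes at -0.029 (others -0.32 to -0.29) and the list of mast cells at 0.63 (others -0.26 to -0.11).
Lower in BAT replicate 1 than in the other BAT replicates were the list of lipolysis and lipid droplets at 0.25 (others 0.83 to 0.87), the list of study's RT-PCR reference genes at -1.02 (others 0.15 to 0.34), Slc27a1 at -0.47 (others 0.48 to 0.59) and Aqp7 at 0.026 (others 1.71 to 1.99). The second array of this replicate is 1 of the 2 with low 5' signal (-3.56), and the values of Gapdh and Actb are means over 3 and 5 probe sets, each with 1 at the 5' end. In sWAT replicate 3, which holds the other such array, the reference genes stood at -1.14 (others 0.14 to 0.50). On the 3' control probe sets alone their mean was -0.18 in BAT replicate 1 and -0.25 in sWAT replicate 3, with up to 0.39 in the other replicates. Single genes lay apart in BAT replicates 2 and 3, namely Jam2 at 0.56 (others 0.62 to 0.62) and Acsl6 at 0.11 (others 0.59 to 0.67).
Within sWAT, replicate 1 held the list of nerve and Schwann cells at -0.62 (others -0.32 to -0.28), Cd28 at 2.87 (others 1.95 to 2.10), Gng2 at 0.70 (others 0.49 to 0.52) and Jak2 at 0.66 (others 0.44 to 0.47). Replicate 2 held Cpt2 at -0.44 (others -0.98 to -0.89), Aifm2 at -0.33 (others -1.04 to -0.92), Myh4 at -1.34 (others -1.81 to -1.78), Col3a1 at 1.44 (others 0.05 to 0.24), Cpa3 at 1.49 (others -0.10 to 0.16) and Angptl4 at 0.27 (others -0.22 to -0.16). For replicate 3 these were the list of myogenic regulators at -0.033 (others -0.14 to -0.13), the list of Y-linked genes at 0.39 (others 0.20 to 0.22) and the list of mitochondrial ribosomal proteins at -0.69 (others -0.32 to -0.25), and for replicate 4 Bank1 at 2.45 (others 2.03 to 2.09), Fabp1 at 1.89 (others 1.0 to 1.10), Grk3 at -0.70 (others -0.33 to -0.32) and Ldhb at -1.6 (others -1.23 to -1.17).
Of the 16 arrays, 2 had low 5' signal of Gapdh and Actb relative to the 3' probe sets. The second array of BAT replicate 1 stood at -3.56 and the first array of sWAT replicate 3 at -4.79, against -1.23 to 0.46 on the other arrays. The values of these 2 arrays correlated at r = 0.27 across probe sets, which are not independent replicates.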

How the results depend on the processing

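The alternatives were set before the data were examined, except 3 chosen after the values were seen, which leave out the 2 arrays of low 5' signal, centre each array on its median or scale to the 3' probe sets of Gapdh and Actb. Over the alternatives, counts kept within 1.5 times the reported value in 78 comparisons and exceeded it in 6, and the share higher in BAT moved by less than its SD over the replicate pairs in 6 and by more in 8. Gene lists kept direction and side of the threshold in 482 comparisons, and named genes in 2454. Named genes fell below the threshold in 174 comparisons and rose above it in 63. Of 180 named genes, 57 lost their call after scaling to Gapdh and Actb, 6 after scaling to the 3' probe sets (Pde4dip, Creb1, Acsl6, Scp2, Pcx and Casr), 52 with the paired test of the methods over 4 pairs and 18, 13, 5 and 5 without replicates 1, 2, 3 and 4.
The number of probe sets at least 2-fold different was 3388 (1266 higher in BAT, 2122 in sWAT) with the methods' paired test and 2252 (804 and 1448) after scaling to Gapdh and Actb. The test on 4 pairs pools no spread across probe sets. Scaling moves every log2 difference alike, by 0.0066, and ends calls through the standard error, whose median went from 0.141 to 0.587. The values it scales by include 5' probe sets, low on 2 arrays. On the 3' probe sets the median standard error was 0.313, the shift 0.025 and the count 7234. The share higher in BAT was 39.61% on the first arrays, 38.60% on the second arrays, 37.37% with the methods' paired test, 35.70% after scaling, 40.64% on scaling to the 3' probe sets, 34.62% after centring on array medians and 36.12% to 42.05% without 1 replicate.
With an estimated correlation between genes, 27 of the 27 lists past the threshold no longer passed, with these medians: brown fat thermogenesis 3.24, classical brown lineage 1.6, beige adipocytes -0.57, oxidative phosphorylation 1.48, tricarboxylic acid cycle 1.97, fatty acid oxidation 2.10, peroxisome 1.26, lipogenesis 1.19, lipolysis and lipid droplets 0.77, glucose metabolism 1.42, PPAR signalling 0.63, leptin and insulin signalling -0.27, white fat and adipokines -0.98, skeletal muscle fibres 3.51, B cells -4.19, plasma cells -1.30, T cells -3.60, lymph node stroma and high endothelial venules -1.49, macrophages -0.83, antigen presentation -1.98, inflammatory cytokines and NF-kB -0.75, interferon response -0.89, extracellular matrix and fibroblasts -0.80, Y-linked genes -1.82, cell cycle -2.33, cytosolic ribosomal proteins -0.83, mitochondrial ribosomal proteins 1.24. This test allows for genes of a list that move together within a tissue, but estimates that from the few residuals of 4 replicates per tissue. It passed neither muscle fibres with 35 of 35 genes higher in BAT nor B cells with 19 of 19 lower. It therefore cannot decide whether a list differs, and failing it is no evidence of an unchanged list.
Lists that passed or ceased to pass under other alternatives follow with their median log2 difference, and the cause was not tested. Fatty acid uptake and transport passed after scaling (0.40, 0.42 on the 3' probe sets) and without replicate 2 (without 1 replicate 0.23 to 0.47). Adipogenesis passed without replicate 1 or 2 (0.27 to 0.47). Leptin and insulin signalling did not pass on the first arrays (-0.078), after scaling (-0.26, -0.25 on the 3' probe sets), after centring (-0.33) or without replicate 1 or 2 (-0.40 to -0.26). Nerve and Schwann cells passed on the second arrays (0.32), after scaling (0.42, 0.44 on the 3' probe sets), after centring (0.36) and without replicate 2 (0.31 to 0.44). Immediate early genes passed on the second arrays (-0.14), after scaling (-0.33, -0.31 on the 3' probe sets), without the low arrays (-0.48) and without replicate 2 or 3 (-0.48 to -0.18). After scaling, the creatine cycle (0.23, 0.24 on the 3' probe sets) and Xist and genes that escape X inactivation (0.21, 0.23) passed.
Values near 0 reversed, none of them past the threshold, and the cause was not tested. The mast cell median (0.012) was -0.063 on the first arrays, -0.052 without the low arrays, -0.049 after centring and -0.19 to 0.22 without 1 replicate, negative without replicate 1, 3 or 4. The median of the PCR reference genes (-0.0066) was 0.88 on the first arrays, against -0.89 on the second. It was 0.013 without the low arrays, 0.018 on scaling to the 3' probe sets and -0.50 to 0.38 without 1 replicate, positive without replicate 1 or 4. Among genes, these were Gpc3 and Agt without replicate 4 (without 1 replicate -0.13 to 0.65 and -0.012 to 0.22), Atp5g1 on the first arrays (0.063), Foxm1 on the second arrays (0.043), on scaling to the 3' probe sets (0.0018) and without replicate 3 or 4 (-0.13 to 0.047), and Angptl4 without replicate 1 or 2 (-0.62 to 0.14).
Of the alternatives set beforehand, the filter on dim probe sets and the floor for dim values have no value, since centring removed the level of each probe set. A variance trend on level and cyclic loess between arrays were not run. The signal over background, and with it the precision of dim probe sets, cannot be read from centred values.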

Differences from the paper's values

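Of the paper's counts, those of probe sets at 2-fold, 5-fold and 10-fold and their split by tissue were computed here, and none of these differs by more than 1.5 times. The count at 2-fold is 7064 against the paper's 7003, with 2752 and 4312 by tissue against the paper's 2717 and 4286, while the counts at 5-fold and 10-fold match. Alternatives set before the data were examined gave 3388 with the methods' paired test over 4 pairs and 2252 after scaling to Gapdh and Actb, both further from the paper's, and 7013 with that paired test over 8 pairs of single arrays.
Of the paper's 110 table entries, 98 have a named probe set. For 94 of them the most different probe set has the paper's fold to 1%, and for 30 the mean over all probe sets of the gene, which the passages use, differs from it by more than 1.5 times and by more than the SD over the replicate pairs, while smaller differences are not listed. In folds, with BAT negative in Table 7 as the paper writes it, these are for Table 1 Myh1 45.8 (the paper's 279.95), Fabp3 17.3 (the paper's 168.49) and Myh4 12.8 (the paper's 74.78), for Table 2 Ighm 12.2 (the paper's 121.17), for Table 5 Fabp3 17.3 (the paper's 168.49) and Kcnk3 3.78 (the paper's 8.64), for Table 6 Bcl2 5.42 (the paper's 15.40), Clmn 1.15 (the paper's 2.03), Dsc2 2.84 (the paper's 6.57), Fgf13 2.19 (the paper's 4.82), Fmod 2.33 (the paper's 5.53), Mbnl3 3.18 (the paper's 4.89), Ogfrl1 2.49 (the paper's 4.24), Pcdh7 1.5 (the paper's 3.84), Sec62 1.25 (the paper's 2.53) and Tns3 1.85 (the paper's 2.86) and for Table 7 Asph -1.30 (the paper's -3.85), Col12a1 -1.36 (the paper's -2.08), Cxcl14 -2.22 (the paper's -3.54), Fhl1 -2.49 (the paper's -4.77), Hspb7 -3.03 (the paper's -4.94), Kif1b -1.85 (the paper's -3.44), Nmt2 -1.33 (the paper's -2.39), Pde4dip -1.67 (the paper's -6.69), Pdgfd -2.11 (the paper's -3.74), Tlcd4 -2.0 (the paper's -5.70), Trdn -4.49 (the paper's -16.91), Bdh1 2.56 (the paper's 3.88), Cyfip2 7.98 (the paper's 18.29) and Sorl1 4.78 (the paper's 8.12). Among the alternatives set before the data were examined, the probe set with the largest difference gives a value within that limit for each of these 30 entries. The first or second arrays alone, scaling to Gapdh and Actb and leaving out 1 replicate leave the difference past that limit, except for Mbnl3 on the first arrays and without replicate 2 or 4, Ogfrl1 on the first arrays, Tns3 on the first arrays, Col12a1 on the second arrays and without replicate 2 or 3, Cxcl14 on the second arrays and without replicate 1, Hspb7 on the first arrays and without replicate 3, Pdgfd on the second arrays and Bdh1 without replicate 2.
Some genes that the paper gives as higher in sWAT did not pass here. Of the 29 genes of Table 6 with a value, 25 passed, and Lep (-1.67 ± 0.57, adjusted p = 0.055), Clmn (-0.20 ± 0.16, adjusted p = 0.34), Sec62 (-0.32 ± 0.12, adjusted p = 0.081) and Spon1 (-0.50 ± 0.21, adjusted p = 0.097) did not. Lep was called without the replicate block, with each array as a replicate, with the paired test over 8 array pairs and without replicate 4 (-2.51). Clmn, Sec62 and Spon1 were called at the probe set with the largest difference, Sec62 also in the first 3 of those settings, and Spon1 with each array as a replicate. Without the 2 arrays of low 5' signal Lep and Spon1 were called, after centring on array medians Sec62, and after scaling to the 3' probe sets of Gapdh and Actb Lep, by settings chosen after seeing the values, which drop 0, 4 and 6 of the 89 genes of the paper's tables called here.
In its text the paper also gives Ecm1, Tubb2a, Gpc3, Foxc2 and Agt as higher in sWAT. Ecm1 (-0.89 ± 0.33, adjusted p = 0.070) was called with each array as a replicate and without replicate 3 (-1.16) or 4 (-1.15), and also without the 2 arrays of low 5' signal and after scaling to the 3' probe sets, settings chosen after seeing the values that drop 0 and 6 of the 89 genes. Tubb2a (-0.46 ± 0.16, adjusted p = 0.062) was called on the first arrays, with each array as a replicate, over 8 array pairs, without replicate 4 (-0.62) and at the probe set with the largest difference. Foxc2 (-0.38 ± 0.15, adjusted p = 0.083) was called without the replicate block, with each array as a replicate and over 8 array pairs. Gpc3 (0.30 ± 0.34, adjusted p = 0.49) and Agt (0.12 ± 0.16, adjusted p = 0.57) were not called under the alternatives run, and without replicate 4 they stood at -0.13 and -0.01.
Among genes that the paper gives as higher in mouse BAT, 35 of 37 of Table 7 passed, and Asph (0.38 ± 0.13, adjusted p = 0.063) and Lrig1 (0.69 ± 0.24, adjusted p = 0.055) did not. Both were called at the probe set with the largest difference, without the replicate block, with each array as a replicate and, by a setting chosen after seeing the values that drops 0 of the 89 genes, without the 2 arrays of low 5' signal. Asph was also called over 8 array pairs and Lrig1 on the first arrays. Ebf1 (0.29 ± 0.18, adjusted p = 0.23), a transcription factor that the paper gives as specific to mouse BAT, was called at the probe set with the largest difference, while Pparg, Epas1 and Thrsp of the same statement were higher in BAT.
For Cpm the discussion has mouse BAT higher, whereas Table 6 and the value here have sWAT higher (-0.98 ± 0.20, adjusted p = 0.0092). The paper gives Nr4a2 as lower in BAT of the LACA mouse where it sets this strain beside other mice, so the groups compared may be others than those used here. Other strains were not analysed, and against sWAT of the same strain Nr4a2 was higher in BAT in 4 of 4 replicate pairs (1.04 ± 0.16, adjusted p = 0.0023). The reference genes of the PCR are described as unchanged between the tissues. Here Actb was lower in BAT (-1.28 ± 0.32, adjusted p = 0.019) and Gapdh did not pass (1.27 ± 0.47, adjusted p = 0.071). The call of Actb ended without replicate 2 (-1.26), on the first arrays (-0.55), after the scaling and with the paired tests over 4 pairs and over 8 array pairs. Gapdh was called on the first arrays (2.30) and, by settings chosen after seeing the values that drop 0 and 6 of the 89 genes, without the 2 arrays of low 5' signal (1.29) and after scaling to the 3' probe sets (1.29).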

Other observations

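In this part the gene lists and the tests of muscle, lymph node and splits were planned before their results were seen, while the correlations between replicates, with all arrays and without the 2 arrays of low 5' signal, were chosen only after the values were seen. The lists below belong to no statement of the paper.
Some matrix, interferon and ribosomal genes were higher in sWAT. The collagens Col3a1 and Col1a2 had -2.61 ± 0.73, adjusted p = 0.028 and -2.10 ± 0.49, adjusted p = 0.014, and the interferon-induced Mx1 had -2.73 ± 0.19, adjusted p = 1.1e-04. Of extracellular matrix and fibroblast genes, 0 of 25 were higher in BAT, 12 lower and 13 not passing (0 and 12 adjusted over the list alone, median log2 difference -0.80, adjusted p = 2.2e-05 from camera, adjusted p = 0.47 with an estimated correlation). Their mean in BAT replicate 4 was 0.58, above sWAT replicates 1, 3 and 4 (0.020, 0.20 and 0.31), and it was lower in BAT in 3 of 4 pairs. Without replicate 4 the median log2 difference of this list was -1.27. Overlap of this list with the paper's tables, whose genes were chosen on these samples, was not counted. In the interferon response, 0 of 12 were higher in BAT, 8 lower and 4 not passing (1 and 9 adjusted over the list alone, median log2 difference -0.89, adjusted p = 3.2e-04 from camera, adjusted p = 0.37 with an estimated correlation), with a mean of 0.26 in BAT replicate 4 against -1.15 to -0.36 in the other BAT replicates and -0.092 to 0.77 in sWAT, a range that holds it. For cytosolic ribosomal proteins, with Rps19 at -1.19 ± 0.30, adjusted p = 0.020, there were 0 of 14 higher in BAT, 10 lower and 4 not passing (0 and 10 adjusted over the list alone, median log2 difference -0.83, adjusted p = 8.3e-05 from camera, adjusted p = 0.41 with an estimated correlation). Their mean was -0.98 in BAT replicate 1, which holds an array of low 5' signal, -0.47 and -0.40 in BAT replicates 2 and 3 and -0.069 in BAT replicate 4, against 0.079 to 0.39 in sWAT. B and T cell genes moved in the same direction as these 3 lists, with median log2 differences of -4.19 and -3.60. Of beige adipocyte genes, 1 of 9 were higher in BAT, 5 lower and 3 not passing (1 and 5 adjusted over the list alone, median log2 difference -0.57, adjusted p = 0.019 from camera, adjusted p = 0.37 with an estimated correlation), with Tmem26, a marker of beige cells, at -1.78 ± 0.14, adjusted p = 1.8e-04 and Car4, a carbonic anhydrase, at 1.42 ± 0.19, adjusted p = 0.0014. The beige list had a mean of -0.029 in BAT replicate 4 against -0.32 to -0.29 in the other BAT replicates. Without replicate 4 its median log2 difference was -0.91. When scaled to Gapdh and Actb, the arrays gave wider errors and no longer the calls of Rps19 and Car4, and the methods' paired test over 4 pairs did not give the calls of Col3a1, Col1a2, Rps19 and Car4. The call was lost for Col3a1 without replicate 1, 2 or 3 (-2.15, -2.14 and -2.46), Col1a2 without replicate 1 (-1.91), Rps19 without replicate 2 (-1.20) and Car4 on the second arrays alone (0.98), log2 differences in parentheses, and the log2 difference was -3.68 for Col3a1 without replicate 4 and -2.79 for Col1a2 without replicate 4.
Schwann cell, creatine and vessel genes differed singly. S100b, a calcium-binding protein of glia, had 2.96 ± 0.31, adjusted p = 4.7e-04, with 4 of 9 higher in BAT, 0 lower and 5 not passing (5 and 0 adjusted over the list alone, median log2 difference 0.42, adjusted p = 0.056 from camera, adjusted p = 0.45 with an estimated correlation). The creatine transporter Slc6a8 had 1.47 ± 0.16, adjusted p = 5.8e-04 and Gatm, an enzyme of creatine synthesis, -1.17 ± 0.28, adjusted p = 0.016, and for the creatine cycle there were 2 of 6 higher in BAT, 1 lower and 3 not passing (2 and 1 adjusted over the list alone, median log2 difference 0.22, adjusted p = 0.27 from camera, adjusted p = 0.53 with an estimated correlation). The receptors Flt1 and Tek of endothelium had 1.04 ± 0.18, adjusted p = 0.0039 and 0.80 ± 0.19, adjusted p = 0.017, and of endothelial genes 2 of 13 were higher in BAT, 0 lower and 11 not passing (2 and 0 adjusted over the list alone, median log2 difference 0.35, adjusted p = 0.29 from camera, adjusted p = 0.82 with an estimated correlation). Without replicate 2 the nerve list passed, with a median log2 difference of 0.40. The creatine cycle median was 0.53 without replicate 1, and 0.26, 0.19 and 0.18 without replicates 2, 3 and 4. For the endothelial list the median was 0.15 without replicate 3, 0.12 on the second arrays and 0.54 on the first. Its mean was higher in BAT in 2 of 4 replicate pairs. Scaling each array to Gapdh and Actb widened the errors and ended the calls of Slc6a8, Gatm, Flt1 and Tek, and the paired test of the methods over 4 pairs ended the calls of Gatm, Flt1 and Tek. The call ended for Gatm without replicate 1 or 2 (-0.92 and -1.11) and Tek without replicate 1 or 4 (0.70 and 0.69), log2 differences in parentheses.
Markers of other cells gave few calls. In epithelium, with Cdh1 at -1.29 ± 0.20, adjusted p = 0.0024 and Krt10 at 1.17 ± 0.21, adjusted p = 0.0046, 4 of 12 were higher in BAT, 2 lower and 6 not passing (4 and 3 adjusted over the list alone, median log2 difference 0.25, adjusted p = 0.76 from camera, adjusted p = 0.92 with an estimated correlation). In erythroid cells, with Alas2, the first enzyme of haem synthesis, at 1.43 ± 0.21, adjusted p = 0.0023, 2 of 5 were higher in BAT, 0 lower and 3 not passing (2 and 0 adjusted over the list alone, median log2 difference 0.23, adjusted p = 0.24 from camera, adjusted p = 0.64 with an estimated correlation). For the thymus, with Ccl25 at 0.85 ± 0.12, adjusted p = 0.0017, 3 of 9 were higher in BAT, 0 lower and 6 not passing (3 and 0 adjusted over the list alone, median log2 difference 0.31, adjusted p = 0.22 from camera, adjusted p = 0.62 with an estimated correlation). For thyroid and parathyroid, with Casr, the calcium receptor, at 0.46 ± 0.13, adjusted p = 0.027, 1 of 9 were higher in BAT, 0 lower and 8 not passing (0 and 0 adjusted over the list alone, median log2 difference 0.17, adjusted p = 0.60 from camera, adjusted p = 0.82 with an estimated correlation). The header of the paper's supplementary table of differences calls the brown fat parathyroid. Of mast cell genes, 2 of 8 were higher in BAT, 0 lower and 6 not passing (1 and 0 adjusted over the list alone, median log2 difference 0.01, adjusted p = 0.95 from camera, adjusted p = 0.97 with an estimated correlation), with Hdc at 0.82 ± 0.16, adjusted p = 0.0069 and Cpa3 at -1.0 ± 0.48, adjusted p = 0.13. The mast cell median is above 0 while the direction of its test is lower in BAT, and the median was -0.026, -0.0057 and -0.19 without replicates 1, 3 and 4. Without 1 replicate the thymus median ran from 0.20 to 0.36 and the epithelium median from 0.16 to 0.37. On the first arrays the epithelium median was 0.13, and on the second 0.37. The calls of Cdh1, Krt10, Alas2, Ccl25, Casr and Hdc ended through wider errors when each array was scaled to Gapdh and Actb, and the methods' paired test over 4 pairs did not give the calls of Cdh1, Krt10, Alas2, Casr and Hdc. The threshold was missed by Casr without replicate 1, 2 or 4 (0.38, 0.45 and 0.47) and Casr on the second arrays alone (0.48) and after scaling to the 3' probe sets (0.48), log2 differences in parentheses.
The 3 Y-linked genes gave 0 of 3 higher in BAT, 3 lower and 0 not passing (0 and 3 adjusted over the list alone, median log2 difference -1.82, adjusted p = 0.024 from camera, adjusted p = 0.41 with an estimated correlation), and Xist with the genes that escape X inactivation 2 of 6 higher in BAT, 1 lower and 3 not passing (2 and 1 adjusted over the list alone, median log2 difference 0.21, adjusted p = 0.71 from camera, adjusted p = 0.88 with an estimated correlation). The median of Xist with the escape genes was 0.33 without replicate 4, and 0.19, 0.17 and 0.14 without replicates 1, 2 and 3. The reference genes of the PCR gave 0 of 2 higher in BAT, 1 lower and 1 not passing (1 and 1 adjusted over the list alone, median log2 difference -0.01, adjusted p = 0.72 from camera, adjusted p = 0.86 with an estimated correlation), with a median and a test that lie slightly below 0. Of the genes the paper names elsewhere, Gng2, a G protein subunit, had -1.29 ± 0.16, adjusted p = 0.0011, and Gpr34 (-0.76 ± 0.28, adjusted p = 0.068) and Ptger3 (0.25 ± 0.22, adjusted p = 0.38) did not pass. Gpr34 passed without replicate 4 (-1.12). Arrays scaled to Gapdh and Actb had wider errors and no longer gave the call of Gng2.
Skeletal muscle dissected with the BAT is a candidate source of the muscle fibre genes. Of the 35 measured genes 100% were at least 2-fold higher in BAT, among them Trdn, a protein of the calcium release complex, at 2.17 ± 0.20, adjusted p = 2.8e-04, but this restates the pattern and a muscle-like programme of the brown adipocytes predicts it too, so it supports neither. Of the 35 genes, 1 stands in another list and 7 in the paper's tables. Among regulators of the muscle lineage, Myf6 had 2.19 ± 0.32, adjusted p = 0.0020 and Mef2c -1.80 ± 0.18, adjusted p = 3.9e-04, with 3 of 8 higher in BAT, 1 lower and 4 not passing (4 and 1 adjusted over the list alone, median log2 difference 0.39, adjusted p = 0.22 from camera, adjusted p = 0.64 with an estimated correlation). The BAT replicate lowest in thermogenesis genes was highest in muscle fibre genes by 0.24 log2 units, and the one highest in thermogenesis genes was lowest in muscle fibre genes, by -0.46. Both ends run against a muscle-like programme, but neither reaches the bound of 0.5 set for excluding it, so the 2 explanations cannot be told apart for these genes. The paper names no step that removes muscle. The methods' paired test over 4 pairs did not give the call of Myf6.
Lymph node dissected with the sWAT is a candidate source of the B and T cell genes. The median of lymph node stroma and high endothelial venule genes was -1.49, past the bound of -1 set for it, and Glycam1 of the venules had -7.91. Inflammation with macrophages as the source stays open. Of 19 macrophage genes 9 were lower in BAT and 1 higher, with a median log2 difference of -0.83, a shift that is 0.198 of that of the B cell list. Fitted without the replicate block, 5 of the 19 were lower and 1 higher. Without replicate 1 the macrophage median was -0.44 and the share 0.106, and without replicate 2, 3 or 4 the share was 0.182, 0.217 or 0.237. The share lies below the bound of 0.5 set for excluding it, but that bound left out that any macrophages present in BAT would shrink the shift, and centred values do not give their level. Of 19 B cell, 21 T cell and 11 lymph node genes, 0 stand in another list, and 4, 0 and 1 stand in the paper's tables. Lymphocytes of the fat itself remain open, as untested, and the paper names no step that removes lymph nodes.
Other splits of the 8 replicate means were tried for the counts of probe sets. With the replicate block, 1 of 8 splits that part every pair gave as many as the real 7064, and the highest of the others was 0, but 8 splits are too few for a share under 0.05. Without the block, 1 of 35 splits, the real one, gave as many at 2-fold (7042, highest other 1), at 5-fold (1176, highest other 0) and at 10-fold (401, highest other 0), so chance is excluded at this level for these counts. The deviations of BAT and sWAT replicates of the same number from their tissue means correlated across probe sets, which are not independent replicates, at r = -0.23, 0.064, -0.35 and 0.23 for replicates 1 to 4, and at -0.13, 0.070, -0.073 and 0.11 without the 2 arrays of low 5' signal. For different numbers they ran from -0.28 to 0.52, the highest for BAT replicate 1 with sWAT replicate 3, which hold those 2 arrays, and without the 2 arrays from -0.21 to 0.15.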
